# Microarray analysis revealing common and distinct functions of promyelocytic leukemia protein (PML) and tumor necrosis factor alpha (TNF*α*) signaling in endothelial cells

**DOI:** 10.1186/1471-2164-13-453

**Published:** 2012-09-04

**Authors:** Xiwen Cheng, Hung-Ying Kao

**Keywords:** PML, TNF*α*, Endothelial cells, Microarray, Inflammation, Cell adhesion

## Abstract

**Background:**

Promyelocytic leukemia protein (PML) is a tumor suppressor that is highly expressed in endothelial cells nonetheless its role in endothelial cell biology remains elusive. Tumor necrosis factor alpha (TNF*α*) is an important cytokine associated with many inflammation-related diseases. We have previously demonstrated that TNF*α *induces PML protein accumulation. We hypothesized that PML may play a role in TNF*α *signaling pathway. To identify potential PML target genes and investigate the putative crosstalk between PML’s function and TNF*α *signaling in endothelial cells, we carried out a microarray analysis in human primary umbilical endothelial cells (HUVECs).

**Results:**

We found that PML and TNF*α *regulate common and distinct genes involved in a similar spectrum of biological processes, pathways and human diseases. More importantly, we found that PML is required for fine-tuning of TNF*α*-mediated immune and inflammatory responses. Furthermore, our data suggest that PML and TNF*α *synergistically regulate cell adhesion by engaging multiple molecular mechanisms. Our biological functional assays exemplified that adhesion of U937 human leukocytes to HUVECs is co-regulated by PML and TNF*α *signaling.

**Conclusions:**

Together, our study identified PML as an essential regulator of TNF*α *signaling by revealing the crosstalk between PML knockdown-mediated effects and TNF*α*-elicited signaling, thereby providing novel insights into TNF*α *signaling in endothelial cells.

## Background

Promyelocytic leukemia protein (PML) is a tumor suppressor protein, originally identified as a fusion partner of the retinoid acid receptor (RAR) gene characteristic of chromosomal translocation involved in acute promyelocytic leukemia (APL). PML is enriched in distinct nuclear sub-domains known as PML nuclear bodies (NBs) [1]. Hitherto, more than 160 proteins have been reported to constitutively or transiently reside in PML NBs. Recent studies suggest that PML is involved in the regulation of various cellular processes including transcription, cell cycle, post-translational modification, anti-viral responses, DNA damage repair, apoptosis, and cell adhesion in response to extracellular stimuli [2-8]. In addition, studies showed that PML protein accumulation is down-regulated in many cancer types suggesting that PML is a tumor suppressor [9]. A tissue profiling study showed that PML is highly expressed in endothelial cells (ECs) and tissues with inflammation [1], but its physiological significance in these contexts remains elusive.

The tumor necrosis factor alpha (TNF*α*), secreted by activated immune cells including macrophages during inflammation, elicits a cascade of cellular signaling events in ECs [10-12], such as up-regulation of leukocyte adhesion molecules and increased endothelial permeability. TNF*α *was initially described as being capable of shrinking tumor size, however later studies suggested that it may stimulate tumor growth by promoting inflammation [13]. Thus, pharmaceutical application of TNF*α* or TNF*α* inhibitors in cancer treatment remains debatable [12]. To this end, we have recently investigated the role of PML on angiogenesis in TNF*α*-stimulated ECs and showed that TNF*α* induces PML expression and PML is important for TNF*α*-suppressed angiogenesis [14,15]. These observations suggest that there may be complex relationship between PML and TNF*α *signaling.

To further dissect the role of PML in ECs and especially in the presence of TNF*α *signaling, we took an unbiased systematic approach. We knocked down PML by two independent siRNAs with a non-targeting siRNA as control in the presence or absence of a mild dose of TNF*α* in primary human umbilical vein endothelial cells (HUVEC) and carried out gene expression microarray studies. Following identification of the significantly altered genes, we performed extensive functional analysis and identified an intricate pattern of crosstalk between PML and TNF*α *signaling.

## Results

### Identification of PML target genes, TNF*α *responsive genes and synergistically regulated genes by PML and TNF*α*

To identify potential PML target genes, we transiently transfected PML targeting siRNAs into HUVECs to knock down PML expression prior to the microarray gene expression analyses. 

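The expression values come from 6 RNA samples of HUVECs, the endothelial cells that line the umbilical vein, hybridized to 12 Illumina HumanRef-8 arrays. Cells transfected with the control siRNA (siC) or with a PML siRNA (siP1 or siP2) for 72 h gave 1 sample each without TNFα (U) and 1 each with TNFα (T) at 20 ng/mL. The paper's text gives 20 h of TNFα, and Additional file 1 gives 16 h. Each RNA sample was hybridized to 2 chips, here chip A (replicate 1) and chip B (replicate 2), and there is no second control culture. The authors made the deposited values with the variance-stabilizing transformation and robust spline normalization of lumi, which give a log2-like scale that compresses dim signals. Against the signals in the part of Additional file 4 used here, a difference of deposited values was 0.27 to 0.28 of the log2 signal ratio where both signals were 50 to 200 (87 to 100 probes in each of 3 comparisons). It was 0.54 to 0.56 of that ratio at signals of 200 to 1000 and 0.85 to 0.99 above 1000. Differences are given on this scale as log2 differences. The authors removed probes not detected in any sample, and the 17657 probes used here are fewer than the genes in the paper's Venn diagram add up to. Of these probes 15870 carry a name, for 13823 gene symbols. The test between RNA samples was limma on the mean of each sample's 2 arrays, with 2 residual degrees of freedom, so that the 2 PML siRNAs act as replicates of the knockdown. Each control sample is single and is assumed to vary as the PML siRNA samples do, and the small number of arrays limits the precision. A probe passed at a Benjamini-Hochberg adjusted p under 0.05 over all probes and a change over 1.5-fold, overall and with each siRNA in 1 direction. The 12-array test takes each array as a replicate, tests siP1 and siP2 separately and requires both, so its p measures only the spread between technical duplicates. These tests, the gene lists and the rule for naming genes were set before the data were examined, when the values of Tables 4 and 5 and parts of Additional files 1 and 4 had been seen.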

Because siRNAs can have off-target effects, we used two independent PML siRNAs (“siP1” and “siP2”) targeting different regions of PML transcripts with duplicate samples to help eliminate false target genes. We considered a gene to be significantly altered in responsive to PML knockdown if was identified by both siRNAs. Thus, using >1.5 fold and a *q *< 0.05 as cut-off parameters, we identified 705 genes up-regulated (UP) and 591 genes down-regulated (DOWN) as a result of PML knockdown in the absence of TNF*α *treatment in HUVECs (Figure 1a, the intersection of both circles, *i*, designated as “siP.U-siC.U” hereinafter). 

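PLSCR4 (ILMN_1757338), which encodes a phospholipid scramblase of the plasma membrane, rose from a log2 level of 8.22 in the control sample to 11.25 with siP1 and 11.32 with siP2 (difference 3.07, standard error 0.092, adjusted p = 0.0377 from limma, 1 control and 2 PML siRNA samples). LAMC1 (ILMN_1810852), the laminin γ1 chain of basement membranes, rose by 2.85 (standard error 0.13, adjusted p = 0.0463), and PLOD2, a lysyl hydroxylase that modifies collagen, by 1.52 (standard error 0.062, adjusted p = 0.0453). The stress-granule protein gene G3BP1 rose by 1.80 and the actin-binding scaffold gene IQGAP1 by 1.52 (standard errors 0.082 and 0.061). SH3PXD2A (ILMN_1743103), whose product scaffolds podosomes, fell by 2.18 (standard error 0.079, adjusted p = 0.0450), the synaptotagmin gene SYT11 by 1.75 (standard error 0.089, adjusted p = 0.0494) and the tetraspanin gene TSPAN13 by 1.46 (standard error 0.043, adjusted p = 0.0377). The formin gene DAAM1 fell by 1.30 and the prion protein gene PRNP by 1.08 (standard errors 0.035 and 0.043). LAMP2, a gene of the lysosomal membrane, was higher with 2.01 (standard error 0.094) at the probe ILMN_1752351, and its brighter probe had a difference of 0.096. In all, 21 probes were higher and 21 lower in the test between RNA samples, and 3167 had an unadjusted p under 0.05. The 12-array test called 346 higher and 252 lower, and these included each of the 42. With siRNA identity as a term the count was 319 higher and 203 lower, but that p leaves out the constant difference between both siRNAs. With trend and robust eBayes it was 183 and 127. The 42 became 0 without chip A, 400 without chip B and 0 without any 1 of the 4 PML siRNA samples. Of single arrays, leaving out chip A's of siP1.U, siP2.U or siP2.T or chip B's of siP1.T gave 0, chip A's of siP1.T 24, chip B's of siC.U 108 and chip B's of siP2.U 11. PML itself (ILMN_1812884) had levels of 7.44 in the control and 7.25 and 7.29 with siP1 and siP2 (difference -0.17, standard error 0.097, adjusted p = 0.512). These lay close to the lower quartile of all probes at 7.22, and the 2 other PML probes lay between 7.18 and 7.32 in every sample. With TNFα the PML level was 7.66 in the control sample, and the differences were -0.23 with siP1 and -0.43 with siP2. The scale compresses a change at such levels, so these probes measure the knockdown poorly. The paper reports that the knockdown was checked in the RNA by qRT-PCR and gel electrophoresis, to ensure that its efficiency was above a stated threshold.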

Using similar parameters, we also identified genes whose expression is significantly altered following 20 h of TNF*α *treatment in wild type cells (Figure 1b, “siC.T-siC.U”, left circle). Our data show that totally 440 genes were up-regulated, whereas 340 genes were down-regulated in response to TNF*α* treatment (Figure 1b, left circle). 

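CXCL8 (ILMN_1666733), the neutrophil chemoattractant interleukin 8, had a log2 level of 8.74 without and 13.58 with TNFα in control cells, a difference of 4.84 (standard error 0.35) and a 12-array adjusted p of 2.6e-09 from limma. SLC7A2 (ILMN_1781400), a cationic amino acid transporter gene, had a difference of 3.13 (standard error 0.11, adjusted p = 0.122), and the lymphotoxin β gene LTB one of 2.71 (standard error 0.20, adjusted p = 0.204). Both were higher in the 12-array test. Among the genes lower in that test, the actin-binding protein gene LIMCH1 had a difference of -1.55 (standard error 0.11), the insulin-like growth factor binding protein gene IGFBP4 -1.52 (standard error 0.11) and the secreted ribonuclease gene RNASE1 -1.42 (standard error 0.13). PHGDH, the first enzyme of serine synthesis, had a difference of -1.50 (standard error 0.21). The 12-array test called 212 probes higher and 128 lower, and in 100 simulated data sets with no changed gene medians of 83.5 and 85 (ranges 64 to 103 and 64 to 111). The simulated counts can be too high, because array noise was added to a spread that already holds part of it. In limma's test between RNA samples 0 passed, 1448 had an unadjusted p under 0.05 and the smallest adjusted p was 0.123, with 1 control sample on each side of the comparison.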

Because TNF*α *potently induces PML expression [14,15], we also carried out microarray studies in which PML was knocked down with or without TNF*α* treatment. 

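In PML knockdown cells SLC7A2 (ILMN_1781400) rose by 4.42 (standard error 0.074, adjusted p = 0.0318) with TNFα, and SOD2 (ILMN_1775672), the mitochondrial superoxide dismutase gene, by 3.96 (standard error 0.22, adjusted p = 0.0423). The autophagy receptor gene SQSTM1 rose by 2.02 (standard error 0.11, adjusted p = 0.0423), and IL4I1, which encodes an amino acid oxidase induced by interleukin 4, by 1.93 (standard error 0.12). RNASE1 (ILMN_1695339) fell by 2.27 (standard error 0.095, adjusted p = 0.0378), the MAP kinase phosphatase gene DUSP4 by 1.94 (standard error 0.12, adjusted p = 0.0479) and the retinaldehyde dehydrogenase gene ALDH1A1 by 1.85 (standard error 0.099, adjusted p = 0.0423). LDB2, whose product binds LIM-domain transcription factors, fell by 1.78, and the endothelial lectin gene CLEC14A by 1.23 (standard errors 0.086 and 0.040). These differences compare 2 PML siRNA samples with TNFα and 2 without. In all, 48 probes were higher and 24 lower in limma's test between RNA samples, and 2862 had an unadjusted p under 0.05. The 12-array test called 211 higher and 218 lower, including each of the 72. With siRNA identity as a term, which pairs the samples of each siRNA, the count was 178 higher and 205 lower and with trend and robust eBayes 143 and 134. The 72 became 41 without chip A, 137 without chip B, 0 without any 1 PML siRNA sample and 40 without chip A's array of siP2.U.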

When PML was knocked down, TNF*α *induced 403 genes and repressed 463 genes (Figure 1b, “siP.T-siP.U”, right circle). Among these genes, 270 (UP) and 195 (DOWN) are common TNF*α *responsive genes, regardless of whether PML was present or not (Figure 1b, the intersection of both circles). 

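Among the genes that rose with TNFα in PML knockdown cells, CXCL6, a neutrophil chemokine gene, had a difference of 2.24 (standard error 0.19) in control cells, the interleukin-32 gene IL32 1.63 (standard error 0.084) and the stress-response transcription factor gene ATF3 0.96 (standard error 0.050). Among those that fell, DUSP4 had a control difference of -1.27 (standard error 0.17), ALDH1A1 -1.11 (standard error 0.14) and the cell junction gene CGNL1 -1.42 (standard error 0.070). Of the 48 probes higher in limma's test between RNA samples, 48 had a positive difference in control cells and 36 one over 1.5-fold, and of the 24 lower, 24 had a negative difference and 13 one over 1.5-fold. No probe passed that test in control cells, so 0 were called in both. In the 12-array test 145 probes were higher in both comparisons, where independent calls would give 2.53, and 75 were lower in both, where they would give 1.58. Of the 67 higher in control cells alone 94.0% had the same sign in knockdown cells, and of the 66 higher in knockdown cells alone 98.5% had the same sign in control cells. Of the 53 lower in control cells alone 98.1% had the same sign in knockdown cells, and of the 143 lower in knockdown cells alone 88.1% had the same sign in control cells. Across all probes the correlation of both sets of differences was 0.797 and the slope 1.01, although probes are not independent replicates.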

We identified 145 (UP) and 211 (DOWN) genes that were responsive to PML knockdown only in the presence of TNF*α *(Figure 1c, the relative complement of “siP.U-siC.U” in “siP.T-siC.T”). 

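With TNFα, 4 genes were higher with PML knockdown in limma's test between RNA samples, each at an adjusted p of 0.0456. Among them were SNRPB2 (ILMN_1690706), a protein gene of the U2 small nuclear ribonucleoprotein (difference 1.78, standard error 0.043), the neuropilin-like membrane protein gene DCBLD2 (difference 1.43, standard error 0.036) and the lipid droplet protein gene PLIN3 (difference 1.33, standard error 0.032). Without TNFα these 3 genes rose by 1.73, 1.41 and 1.61. EMCN, an endothelial sialomucin gene, had a difference of -1.84 (standard error 0.18) with TNFα and -0.54 (standard error 0.18) without, and LTB -1.53 (standard error 0.17) with and -0.34 (standard error 0.17) without. No probe was lower in the test between RNA samples, and 2790 probes had an unadjusted p under 0.05. With siRNA identity as a term, where the p leaves out the constant difference between both siRNAs, the count was 196 higher and 174 lower. With trend and robust eBayes it was 92 and 90. The 4 became 0 under quantile normalization, median centring of each array or removal of the dimmest 33.3% of probes. They became 0 without chip A or any 1 PML siRNA sample, 42 without chip B and 8 without chip B's array of siP2.U. They became 0 without chip A's array of siP1.U, siP2.U or siP2.T or chip B's array of siC.T, siP1.U or siP1.T. The 12-array test called 212 higher and 213 lower with TNFα, of which 166 and 119 were also called without TNFα. Of the 46 higher with TNFα alone 80.4% had the same sign without it, and of the 94 lower with TNFα alone 98.9% did. A call with TNFα alone is not by itself a difference between the conditions, and 0 probes passed the test of the interaction between RNA samples.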

Because of the factorial design of our experiments, we were able to estimate the interaction effects of PML knockdown and TNF*α* treatment in HUVECs that is designated as siP∗*TNFα *and calculated as *siP*∗*T *= (*siP.T*−*siC.T*)−(*siP.U*−*siC.U*) or equally *siP*∗*T *= (*siP.T*−*siP.U*)−(*siC.T*−*siC.U*). Similarly as in Figure 1a, we identified 166 such genes by two different siRNAs (“siP1” and “siP2”), of which 58 genes positively responded while 108 genes showed negative interaction effect following PML knockdown and TNF*α *treatment (Figure 1d, the intersection of both circles, *ii*). 

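SLC7A2 (ILMN_1781400) had an interaction value of 1.30 (standard error 0.13), with 1.37 with siP1 and 1.23 with siP2. MS4A6A, a gene of the membrane-spanning 4A family, had a value of 1.49 (standard error 0.13), and RFLNA, whose product binds filamin, one of 0.96 (standard error 0.13). Values were negative for EMCN, with -1.30 (standard error 0.26), LTB, with -1.20 (standard error 0.25), the potassium channel subunit gene KCNAB1, with -0.86 (standard error 0.070), and RNASE1, with -0.85 (standard error 0.16). All 7 genes passed the 12-array test. The 12-array test called 26 probes with a positive and 53 with a negative interaction. For siP1 alone it called 250 and for siP2 alone 107, so the 79 were 31.6% and 73.8% of these. In limma's test between RNA samples 0 passed, 612 had an unadjusted p under 0.05 and the smallest adjusted p was 1.00. In that test the median standard error of an interaction was 0.067, against 0.048 for the knockdown without TNFα. Across probes the interaction values of both siRNAs, which share the pair of control samples, had a correlation of 0.668, although probes are not independent replicates. In 100 simulated data sets with no changed gene the shared controls gave a median correlation of 0.506 (range 0.444 to 0.564). That median cannot be set against 0.668, because without changed genes the shared controls make up all of the correlation. In the simulated data sets the 12-array test called medians of 65.5 probes with a positive and 63 with a negative interaction (ranges 44 to 84 and 48 to 85). That is more than the 26 and 53 of the data. The simulation drew the samples of 1 siRNA independently and added array noise to a spread that already holds part of it. It therefore does not give the number of calls expected without an interaction.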

Full gene lists are shown in Additional file 1.

### Gene Ontology analysis of PML target genes and TNF*α *responsive genes

Using the genes described in Figure 1, we carried out functional ontology analyses and identified the biological functions significantly affected (*q*<0.01) by PML knockdown and TNF*α *treatment through hypergeometric tests using the Gene Ontology (GO) (Figure 2a–c). We found that PML knockdown and TNF*α *treatment affected a considerable number of common biological functions. The top 25 Gene Ontology Biological Processes (GO.BP) commonly affected by both treatments are listed in Table 1. Specifically both treatments affected various *metabolic* processes, *cell communication*, *signal transduction*, multiple *biosynthetic processes*, *gene expression*, *transport*, and *multicellular organismal development*. 

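Genes of ribosomal proteins, the building blocks of the translation machinery, had a median difference of 0.21 with PML knockdown over 32 genes (28 positive) and of -0.16 with TNFα in control cells (27 negative). With knockdown the 12-array test called 3 higher and limma's test between RNA samples 0 (3 higher when adjusted over the list alone, 14 higher at an unadjusted p under 0.05), and RPL14, chosen after its values were seen, had a difference of 0.83 (standard error 0.16). DNA replication and S phase genes, 46 in number, had a median of 0.38 with knockdown (45 positive), where the 12-array test called 12 higher and limma's test between RNA samples 0 (3 higher when adjusted over the list alone, 23 higher at an unadjusted p under 0.05). Of 17 histone genes, whose products package DNA, H2BC5 fell by 0.84 (standard error 0.035, adjusted p = 0.0453) with knockdown, H4C12 had a difference of -1.08 (standard error 0.25) and H4C3, chosen after its values were seen, 1.85 (standard error 0.19). With knockdown the 12-array test called 1 higher and 4 lower and limma's test between RNA samples 1 lower (1 higher and 4 lower when adjusted over the list alone, 1 higher and 8 lower at an unadjusted p under 0.05). With TNFα the median was 0.019 for the DNA replication genes and 0.042 for the histone genes, and limma's test between RNA samples called 0 of the 3 lists, over all probes or when adjusted over the list alone. At an unadjusted p under 0.05 it had 1 higher and 5 lower of ribosomal proteins, 1 higher of DNA replication and 1 higher of histones, and the 12-array test called 1 histone gene higher and 0 of the others. Whole lists were compared with all other named genes by camera of limma. It gave 81 list comparisons an adjusted p under 0.05 with its preset correlation between genes and 0 with an estimated correlation. The test with the estimate rests on 2 residual degrees of freedom, so a list can hardly pass. In simulated data a list of uncorrelated genes shifted by 0.5 had a camera adjusted p of 1.2e-66 with the preset and 0.0459 with the estimate. The preset correlation is assumed and not measured, so neither p settles whether a list shifted. Ribosomal protein genes had an adjusted p of 1.1e-06 with knockdown (adjusted p = 0.568 with an estimated correlation) and of 0.00130 with TNFα (adjusted p = 0.678 with an estimated correlation). DNA replication genes had an adjusted p of 5.4e-12 with knockdown (adjusted p = 0.568 with an estimated correlation), and histone genes one of 0.0142 (adjusted p = 0.471 with an estimated correlation).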

Full lists of significantly affected gene ontology information are found in Additional file 2.

**Figure 1:**
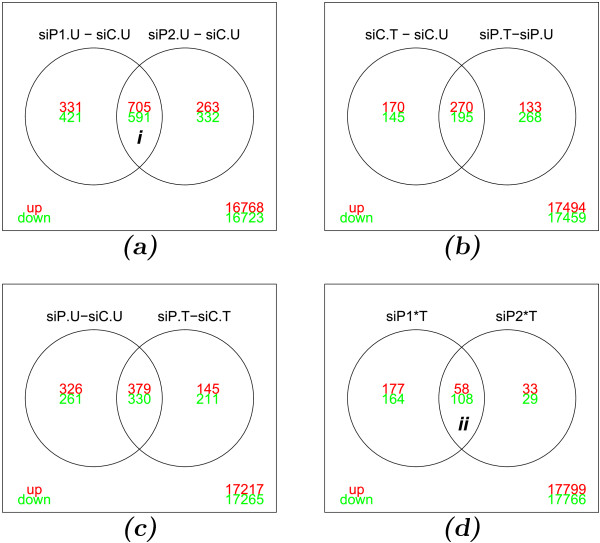
**Venn diagrams of significantly affected genes.** (**a**) Significantly affected genes following PML knockdown by two independent siRNAs (siP1, siP2) compared to control siRNA (siC) in HUVECs without TNF*α *treatment. The intersection of both circles (*i*) is considered significantly affected genes by PML knockdown (designated as “siP.U-siC.U”). (**b**) Comparison between TNF*α *responsive genes (“siC.T-siC.U”) and TNF*α *responsive genes when PML was knocked down (“siP.T-siP.U”). (**c**) Comparison between PML-knockdown responsive genes in the absence of TNF*α *treatment (*i*, “siP.U-siC.U” from **a**) and in the presence of TNF*α *treatment (“siP.T-siC.T”). (**d**) Identification of genes interactively regulated by PML knockdown (two siRNAs, siP1 and siP2) and TNF*α *treatment. The intersection of both circles (*ii*) is considered significantly affected interaction genes. Untreated samples, “U”; TNF*α *treated samples, “T”; comparison between two samples, “-”; interaction effects, “∗”. Numbers in the circles, the number of significantly altered genes (>1.5*fold*,*q *< 0.05) by the indicated comparison. Numbers in the outer box, the number of unchanged genes; up-regulation, “up” shown in red; down-regulation, “down” shown in green.

**Table 1:** **Top 25 GO.BP affected by both PML knockdown and TNF*α *treatment**

**Gene Ontology Biological Process (GO.BP)**	**PML Knockdown**		**TNF*α***	
	**Gene number**	***q *value**	**Gene number**	***q *value**
Cellular metabolic process	539	3.04E-116	296	9.50E-52
Primary metabolic process	527	4.97E-104	287	1.06E-44
Regulation of cellular process	449	1.71E-75	301	1.92E-60
Macromolecule metabolic process	441	1.25E-81	237	7.06E-34
Biopolymer metabolic process	433	7.96E-80	230	6.54E-32
Cellular macromolecule metabolic process	413	1.71E-78	219	1.87E-31
Cellular biopolymer metabolic process	403	4.47E-75	210	2.56E-28
Biosynthetic process	294	9.75E-49	160	3.39E-21
Cell communication	288	5.37E-52	219	2.97E-56
Cellular biosynthetic process	288	9.70E-48	155	4.47E-20
Nitrogen compound metabolic process	274	6.66E-39	144	7.73E-15
Signal transduction	260	4.09E-45	201	3.61E-51
Protein metabolic process	253	7.52E-57	141	2.06E-27
Nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	240	9.74E-31	119	1.98E-09
Macromolecule biosynthetic process	230	5.36E-35	120	2.81E-13
Cellular protein metabolic process	229	1.32E-56	125	4.20E-26
Cellular macromolecule biosynthetic process	228	1.25E-34	117	2.02E-12
Gene expression	211	5.35E-24	118	3.60E-11
Cellular biopolymer biosynthetic process	209	3.83E-30	106	1.96E-10
Biopolymer biosynthetic process	209	5.59E-30	106	2.34E-10
Transport	201	1.57E-37	124	1.35E-23
Regulation of metabolic process	197	1.26E-21	137	3.76E-20
Multicellular organismal development	193	5.30E-36	159	7.97E-46
Regulation of cellular metabolic process	187	5.51E-20	127	1.92E-17
Regulation of macromolecule metabolic process	173	5.31E-17	121	1.72E-16

### Canonical pathway associated with PML target genes and TNF*α *responsive genes

We further analyzed significantly altered (*q *< 0.01) canonical pathways defined by PML knockdown and TNF*α *treatment using Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Figure 2d). The top 20 (by gene numbers) are shown in Tables 2 and 3. Consistent with the GO.BP analyses, we found that the largest category of genes (n=95) affected by PML knockdown are those involved in *metabolic pathways* (Table 2). 

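Genes of purine and pyrimidine synthesis, which make nucleotides, had a median difference of 0.18 with PML knockdown over 25 genes. The thymidine kinase gene TK1 had a difference of 1.31 (standard error 0.31) and the cytidine triphosphate synthase gene CTPS1 -0.68 (standard error 0.14). Of this list the 12-array test called 5 higher and 1 lower and limma's test between RNA samples 0 (4 higher and 1 lower when adjusted over the list alone, 13 higher and 1 lower at an unadjusted p under 0.05), with a camera adjusted p = 3.0e-05 (adjusted p = 0.471 with an estimated correlation). In cholesterol synthesis, 21 genes, the acetyl-CoA acetyltransferase gene ACAT2 had a difference of 1.04 (standard error 0.54). Here the 12-array test called 2 higher and limma's test between RNA samples 0 (1 higher when adjusted over the list alone, 3 higher and 2 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.227. TK1, CTPS1 and ACAT2 were chosen after their values were seen. In serine and one-carbon metabolism, 19 genes with a median of 0.11, SHMT2, the mitochondrial serine hydroxymethyltransferase gene, had a difference of 0.58 (standard error 0.040) and PHGDH -0.63 (standard error 0.18). In this list the 12-array test called 1 higher and limma's test between RNA samples 0 (0 when adjusted over the list alone, 5 higher and 1 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.0214 (adjusted p = 0.510 with an estimated correlation). Of 34 genes of oxidative phosphorylation, the mitochondrial respiratory chain, the 12-array test called 1 higher and limma's test between RNA samples 0 (1 higher when adjusted over the list alone, 5 higher and 2 lower at an unadjusted p under 0.05), and ATP5MC2, a subunit of the ATP synthase, had a difference of 0.62 (standard error 0.16). In glycolysis, 20 genes, both tests by limma called 0, the one between RNA samples also when adjusted over the list alone, where 1 higher and 2 lower had an unadjusted p under 0.05. The median was -0.043 for oxidative phosphorylation, with a camera adjusted p = 0.821, and -0.071 for glycolysis, with a camera adjusted p = 0.510.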

PML is known as a tumor suppressor, and indeed, we identified *Pathways in cancer* as the second largest affected category of genes (n=39) following its knockdown. Similarly, TNF*α *treatment showed that *Metabolic pathways* and *Pathways in cancer* were the top two affected pathways (Table 3). 

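INSIG1, a regulator of cholesterol synthesis, rose by 0.92 (standard error 0.052, adjusted p = 0.0433) with TNFα in PML knockdown cells and had a difference of 0.48 (standard error 0.073) in control cells, with an interaction value of 0.44 (standard error 0.090). In control cells TNFα gave the oxidative phosphorylation genes a median of -0.12, 26 of 34 negative, with a camera adjusted p = 0.00526 (adjusted p = 0.613 with an estimated correlation). The cholesterol synthesis genes had a median of 0.15 and the purine and pyrimidine synthesis genes one of -0.056. In these 3 lists both tests by limma called 0, and the one between RNA samples also called 0 when adjusted over the list alone. At an unadjusted p under 0.05 it had 1 higher and 4 lower in oxidative phosphorylation, 2 higher and 1 lower in cholesterol synthesis and 1 lower in purine and pyrimidine synthesis. Of the serine and one-carbon genes the 12-array test called PHGDH lower, and of the glycolysis genes LDHB, a lactate dehydrogenase gene chosen after its values were seen, with a difference of -0.82 (standard error 0.24). Of both lists limma's test between RNA samples called 0, also when adjusted over the list alone, with 1 higher and 1 lower and 1 higher and 3 lower at an unadjusted p under 0.05. The medians were -0.0085 for serine and one-carbon metabolism and -0.054 for glycolysis, and camera's adjusted p was between 0.155 and 0.974 for these lists and those of cholesterol and of purine and pyrimidine synthesis, with a direction opposite to the median in serine and one-carbon metabolism.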

Our pathway analysis also suggested that PML knockdown and TNF*α *treatment commonly affected pathways involved in *cell communication* biological process including *Cytokine-cytokine receptor interaction*, *Focal adhesion*, *Regulation of actin cytoskeleton*, *Endocytosis*, *Tight junction*, *Chemokine signaling pathway*, *Cell adhesion molecules (CAMs)*, *Leukocyte transendothelial migration*, and *Axon guidance* (Tables 2 and 3).

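Of the chemokine genes, whose products attract leukocytes, CXCL8 rose with TNFα in PML knockdown cells by 5.22 (standard error 0.25, adjusted p = 0.0390), CXCL2 by 3.29 (standard error 0.14, adjusted p = 0.0390) and CXCL6 by 2.72 (standard error 0.13, adjusted p = 0.0417). Of 18 chemokine genes 15 were positive and 3 negative there with each siRNA, with a median of 1.84. In limma's test between RNA samples 11 of them were higher there at an unadjusted p under 0.05. In those cells CCL2, a monocyte attractant gene, rose by 2.68 (standard error 0.15, adjusted p = 0.0423) and IL32 by 2.36 (standard error 0.060, adjusted p = 0.0318). PML knockdown without TNFα gave a difference of -1.75 (standard error 0.76) for CX3CL1, the fractalkine gene, and of -1.02 (standard error 0.073) for IL32, both lower in the 12-array test. Of 18 chemokine genes, with a median of -0.070 with knockdown, the 12-array test called 2 lower and limma's test between RNA samples 0 (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.510. With TNFα in control cells the median was 1.40, and the 12-array test called 11 higher and limma's test between RNA samples 0 (6 higher when adjusted over the list alone, 8 higher at an unadjusted p under 0.05), with a camera adjusted p = 1.5e-09 (adjusted p = 0.334 with an estimated correlation). Of 22 genes of cytokines and colony-stimulating factors, with a median of -0.078 with knockdown, the 12-array test called 1 higher and 5 lower and limma's test between RNA samples 1 lower (3 lower when adjusted over the list alone, 1 higher and 6 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.0169 (adjusted p = 0.471 with an estimated correlation). TNFα in control cells gave these a median of 0.17, and the 12-array test called 8 higher and 1 lower and limma's test between RNA samples 0 (4 higher when adjusted over the list alone, 7 higher and 1 lower at an unadjusted p under 0.05), with a camera adjusted p = 2.5e-06 (adjusted p = 0.334 with an estimated correlation).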

**Table 2:** Top 20 KEGG pathways based on gene number following PML knockdown

**KEGG canonical pathway name**	**Gene number**	**Over-represent fold**	***q *value**
Metabolic pathways	95	3.129177	2.67E-20
Pathways in cancer	39	4.257452	1.77E-12
Cell cycle	30	8.4032	1.78E-17
MAPK signaling pathway	27	3.600042	2.30E-07
Cytokine-cytokine receptor interaction	24	3.297377	4.66E-06
Focal adhesion	23	4.11424	2.30E-07
Regulation of actin cytoskeleton	23	3.847576	7.25E-07
Small cell lung cancer	20	8.4032	7.25E-12
Purine metabolism	20	4.723367	2.30E-07
Endocytosis	20	3.864573	3.69E-06
p53 signaling pathway	19	9.949875	1.71E-12
Pyrimidine metabolism	17	6.33272	3.70E-08
Tight junction	17	4.584133	3.09E-06
Natural killer cell mediated cytotoxicity	17	4.483751	3.65E-06
Chemokine signaling pathway	17	3.199343	0.000168
Cell adhesion molecules (CAMs)	15	4.044824	4.55E-05
Lysosome	14	4.398892	3.96E-05
Leukocyte transendothelial migration	14	4.25103	4.86E-05
Axon guidance	14	3.921493	0.000105
T cell receptor signaling pathway	13	4.349434	7.40E-05

**Table 3:** **Top 20 KEGG pathways based on gene number following TNF*α *treatment**

**KEGG canonical pathway name**	**Gene number**	**Over-represent fold**	***q*Value**
Metabolic pathways	39	2.125783	9.13E-05
Pathways in cancer	35	6.322678	5.29E-16
Cytokine-cytokine receptor interaction	33	7.502728	5.05E-17
Cell adhesion molecules (CAMs)	22	9.817002	4.87E-14
Chemokine signaling pathway	22	6.851449	5.71E-11
Focal adhesion	21	6.216256	8.39E-10
MAPK signaling pathway	20	4.412876	5.87E-07
Tight junction	17	7.585865	2.33E-09
Small cell lung cancer	16	11.12455	4.05E-11
Toll-like receptor signaling pathway	16	9.472391	3.54E-10
Regulation of actin cytoskeleton	15	4.152394	3.88E-05
Axon guidance	14	6.489322	5.87E-07
Leukocyte transendothelial migration	13	6.532169	1.44E-06
Epithelial cell signaling in Helicobacter pylori infection	12	10.55196	2.34E-08
Neurotrophin signaling pathway	12	5.649871	1.69E-05
Hematopoietic cell lineage	11	7.474308	3.16E-06
Natural killer cell mediated cytotoxicity	11	4.801016	0.000148
Endocytosis	11	3.517322	0.001595
ECM-receptor interaction	10	7.118389	1.62E-05
Antigen processing and presentation	10	6.718479	2.42E-05

### Implication of PML and TNF*α *signaling in diseases

PML is a well-defined tumor suppressor; however its role in diseases other than cancers has yet to be determined. In addition, it is well known that endothelium actively participates in cardiovascular and chronic inflammation-related diseases. Because PML is highly expressed in ECs and inflamed tissues, we suspect that PML plays a significant role in regulating the EC physiology in the pathogenesis of EC-related diseases. Therefore, we analyzed the significantly altered genes using Disease Ontology Lite (DOLite) database [16]. We found that PML target genes are significantly associated (*q *< 0.01) with a variety of human diseases (Figure 3). Consistent with its known tumor suppressor role, we identified *Cancer* as the largest category of disease associated with PML. Specifically, we identified cancers of multiple organ origins to be associated with PML expression including breast, colon, prostate, leukemia, embryoma, liver, lung, brain, melanoma, endometriosis, stomach, and ovarian cancers. We also found PML to be linked to cancer metastasis as identified by an association with *Neoplasm metastasis*. Interestingly, PML appears to be involved in several metabolism-related diseases and cardiovascular diseases such as *Diabetes mellitus*, *Obesity*, *Atherosclerosis* and *Hypertension*. PML is also associated with inflammation and auto-immune related diseases including *Rheumatoid arthritis*, *Atherosclerosis*, *Obesity*, *Polyarthritis*, *Asthma*, *Systemic scleroderma*, *Ulcerative colitis*, *Dermatitis*. Our data also show that PML is associated with neural system diseases including *Alzheimer’s diseases*, *Schizophrenia* and *Parkinson’s diseases* and embryonic development disease (*Congenital abnormality*). Consistent with results from GO.BP and KEGG analyses showing that PML and TNF*α *signaling are involved in a similar spectrum of biological processes and canonical pathways (Figure 2, Tables 2 and 3), TNF*α* responsive genes are also significantly associated (*q *< 0.01) with these diseases.

**Figure 2:**
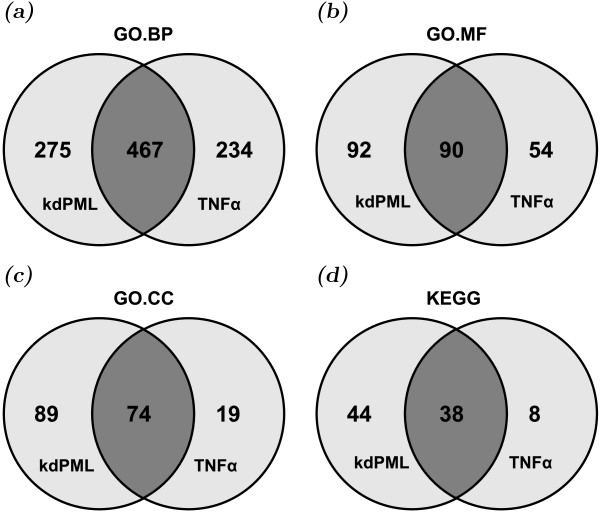
**Functional ontology analyses of PML knockdown responsive genes and TNF*α *treatment affected genes.** The identified gene lists were analyzed by the Hyper-Geometric test (*q *< 0.01) as described in Methods to identify the over-represented terms of (**a**) GO.BP, (**b**) GO.MF, (**c**) GO.CC and (**d**) KEGG pathways affected by PML knockdown (“kdPML”) and TNF*α *treatment (“TNF*α*”). Two parental GO terms were removed to reduce redundancy of the GO term definition. GO.BP, Gene Ontology Biological Process; GO.MF, Gene Ontology Molecular Function; GO.CC, Gene Ontology Cellular Component; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Figure 3:**
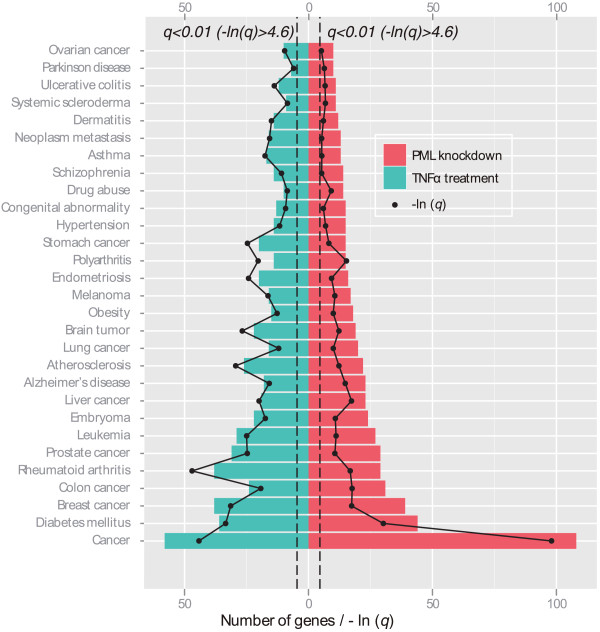
**PML function and TNF*α *signaling are linked to multiple human diseases.** The significantly affected genes by PML knockdown and TNF*α *signaling are significantly associated (*q *< 0.01) with multiple human diseases analyzed as described in Methods using a Disease Ontology database. The diseases are sorted vertically according to the number of associated significantly altered genes following PML knockdown. The transformed values (−*ln*(*qvalue*)) of FDR adjusted *p* value for each category of diseases are shown in the same graph. The dashed lines indicate −*ln*(*q *= 0.01) ≈ 4.6.

### PML and class I major histological complex human leukocyte antigens

Among the significantly affected genes, we found that a group of class I major histological complex (MHC) human leukocyte antigens (HLAs) were down-regulated by PML knockdown, including HLA-A (5.59 fold), HLA-B (4.71 fold), HLA-C (1.93 fold), HLA-F (1.69 fold), and HLA-G (1.61 fold). 

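HLA-B (ILMN_1703403), which presents peptides to T cells, had a difference of -1.65 (standard error 0.59, adjusted p = 0.299) with PML knockdown without TNFα, with -1.37 with siP1 and -1.94 with siP2, and was lower in the 12-array test. Its classical relative HLA-C had a difference of -0.56 (standard error 0.28, adjusted p = 0.451), HLA-F -0.45 (standard error 0.64, adjusted p = 0.832) and HLA-G -0.39 (standard error 0.059, adjusted p = 0.107). Probes of these genes may also bind transcripts of other class I genes. With TNFα the differences for HLA-B were -0.13 with siP1 and -1.26 with siP2, and for HLA-F 0.79 with siP1 and -0.58 with siP2. TAPBP, the tapasin that loads peptides onto class I molecules, had a difference of -0.98 (standard error 0.31, adjusted p = 0.255). Of the 4 class I HLA genes, which the study named on these samples and are not independent evidence, the 12-array test called 1 lower and limma's test between RNA samples 0 (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05). Of 18 genes of class I antigen presentation, with a median of -0.16 (-0.086 with siP1 and -0.29 with siP2), the 12-array test called 2 lower and limma's test between RNA samples 0 (0 when adjusted over the list alone, 1 higher and 3 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.240.

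**Figure D1:**
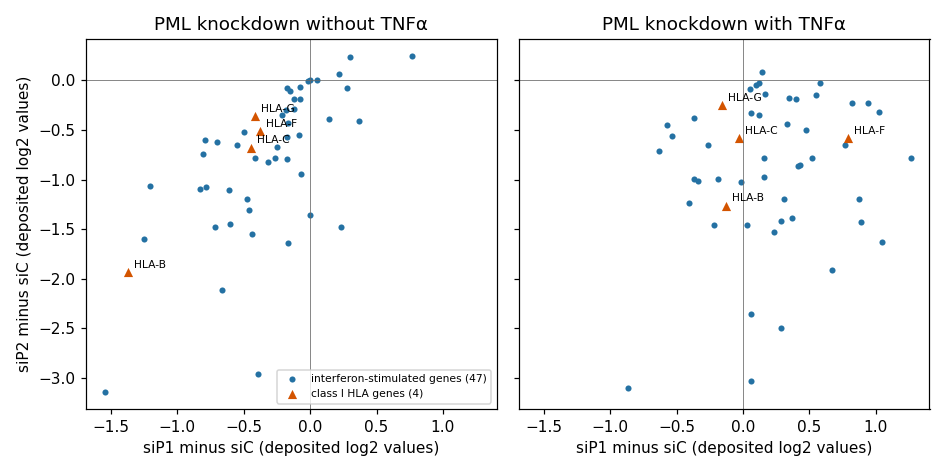
Log2 difference with siP2 (vertical) against siP1 (horizontal) for 47 interferon-stimulated genes and 4 class I HLA genes, without and with TNFα. Without TNFα the interferon-stimulated genes have a median of -0.18 with siP1 and -0.65 with siP2, and with TNFα 0.17 and -0.78.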

Interestingly, this cluster of genes is located on chromosome 6p21.3, a region previously linked to leukemia and other auto-immune diseases [17-22]. 

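On the long arm of chromosome 12, CDK2, a kinase of the cell cycle, had a difference of 1.22 (standard error 0.12) with PML knockdown without TNFα and the keratin gene KRT7 1.28 (standard error 0.20). On 20q TGM2, a transglutaminase gene that crosslinks proteins, had log2 levels of 9.38 in the control sample, 11.99 with siP1 and 11.96 with siP2 (adjusted p = 0.0694). On 6p NOTCH4, an endothelial Notch receptor gene, had a difference of -1.40 (standard error 0.15, adjusted p = 0.0757), and the complement factor gene CFB -0.45 (standard error 0.26). On 2q the serotonin receptor gene HTR2B had a difference of -0.40 (standard error 0.12) and the integral membrane protein gene ITM2C -1.10 (standard error 0.24). The genes of Table 4 that were measured had median differences of 0.64 in 12q13-14, 0.89 in 12q24.31-33, 0.93 in 20q11.21-23, -0.55 in 6p21.3-22.2 and -0.56 in 2q36.3-37.1. In the 12-array test 9 of 16, 5 of 7 and 4 of 6 were higher, and 6 of 16 and 2 of 7 lower. When limma's test between RNA samples was adjusted over the list alone, 9, 5 and 3 were higher and 3 and 2 lower, and over all probes H2BC5 on 6p alone passed. The study chose these genes on these samples, so the counts are not independent evidence (camera adjusted p of at most 1.7e-05, adjusted p = 0.471 with an estimated correlation). Set against all genes measured elsewhere, 9 of 211 genes of 12q13-14 were higher in the 12-array test (two-sided Fisher's exact test, p = 0.0659, adjusted p = 0.220) and 5 of 77 of 12q24.31-33 (exact p = 0.0338, adjusted p = 0.220). In 20q11.21-23, 4 of 86 were higher (exact p = 0.141, adjusted p = 0.294), in 6p21.3-22.2, 6 of 216 were lower (exact p = 0.176, adjusted p = 0.294), and in 2q36.3-37.1, 2 of 45 were lower (exact p = 0.171, adjusted p = 0.294). Outside a region 2.30% to 2.34% of genes were higher and 1.64% to 1.68% lower. Each called gene in these counts is a Table 4 gene, which the study chose by its calls on these samples, so the counts are not a separate test of the regions. In the opposite direction 2 of 45 genes of 2q36.3-37.1 (adjusted p = 0.404) and 4 of 216 of 6p21.3-22.2 (adjusted p = 0.821) were higher by the exact test, and 0 were lower in the regions of 12q and 20q (adjusted p of at least 0.220). With the calls between RNA samples no region passed either, but without chip B 1 region did. Those calls put 0 or 1 gene in each region and direction, so that test could hardly pass. The paper's chromosome analysis used a sliding average of gene scores (MACAT), a different measure that was not run here.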

Other disease-associated chromosomal regions including 2q36.3–37.1, 6p21.3–22.2, 12q13–14, 12q24.31–33, and 20q11.21–23 also contains PML-knockdown responsive genes and summarized in Table 4. These regions have been previously linked to a variety of human health conditions including multiple cancers, chronic inflammatory diseases, auto-immune diseases, diabetes, cardiovascular disease and developmental defects (Additional file 3: Figure S1). However, the link between PML-regulated gene expression and the disease-associated chromosomal abnormalities is currently unclear.

**Table 4:** Disease-associated chromosomal regions containing PML target genes

**Chromosome region**	**Related health conditions and references**	**Genes in region and fold change**		
		**Symbol**	**siP1-siC**	**siP2-siC**
		ACSL3	0.59	0.44
		DOCK10	0.48	0.53
		C2orf33	0.47	0.58
	2q37 deletion syndrome (intellectual disability, autism, short	SLC16A14	0.63	0.64
2q36.3–37.1	stature, obesity, and characteristic facial features) (Casas et al.	CAB39	0.42	0.58
	2004)	ITM2C	0.23	0.34
		HTR2B	0.65	0.58
		ATG16L1	0.63	0.57
		MAPK13	0.55	0.50
		TAPBP	0.26	0.50
		NOTCH4	0.21	0.22
		CFB	0.59	0.55
		HSPA1B	0.66	0.48
		HLA-B	0.27	0.16
	leukemia, lymphoma, other cancers, multiple sclerosis, chronic	HLA-C	0.59	0.45
	inflammatory arthritis, type I diabetes, psoriasis, other	LTB	0.65	0.65
6p21.3–22.2	autoimmue diseases. (Sawcer *et al* 1996, Bevan *et al* 2000,	HCP5	0.34	0.26
	Concannon *et al* 2005, Maleno *et al* 2005, Qiao *et al* 2007,	HLA-A	0.15	0.21
	Slager *et al* 2011, Conde *et al* 2010)	HLA-G	0.60	0.65
		PRR3	0.66	0.61
		HLA-F	0.64	0.54
		ZNF193	0.56	0.65
		HIST1H4K	0.36	0.23
		HIST1H2BD	0.45	0.44
		TRIM38	0.65	0.61
		TMEM106C	2.06	1.94
		FKBP11	2.44	2.06
		TROAP	2.50	1.55
		KRT7	5.10	3.58
		MFSD5	2.09	1.92
		TARBP2	1.67	1.76
		ATP5G2	2.11	1.53
12q13–14	Intimal sarcoma, lymphoma, gliomas. (Reifenberger *et al* 1994,	BLOC1S1	2.12	1.95
	Rao *et al* 1998, Bode-Lesniewska *et al* 2001)	CDK2	4.87	3.73
		FAM62A	1.65	1.69
		STAT6	1.63	1.58
		SHMT2	1.78	1.88
		CDK4	2.02	2.29
		CTDSP2	2.37	2.21
		FAM119B	2.79	2.82
		MSRB3	3.36	4.34
		RPLP0	1.92	2.05
		MLEC	2.19	1.84
	Teratocarcinoma, dysmorphic features and developmental	DENR	2.14	2.93
	delay, beckwith-wiedemann syndrome, mitochondrial	FAM101A	1.77	2.08
12q24.31–33	myopathy, asthma. (Deyo *et al* 1998 , Casas *et al* 2004,	ZNF664	2.84	3.49
	Brasch-Andersen *et al* 2006, Baple *et al* 2010, Al-Zahrani et al	STX2	3.77	3.51
	2011)	POLE	3.74	2.56
		PXMP2	1.79	1.67
		PLAGL2	1.82	1.70
		TPX2	4.68	3.11
20q11.21–23	Bladder cancer, type II diabetes,myocardial infarction.	C20orf127	2.07	2.10
	(Tanahashi *et al* 2006, Potter *et al* 2008, Sherva *et al* 2008)	BLCAP	2.07	1.67
		TGM2	7.82	7.35
		C20orf129	4.15	2.82

### Crosstalk between PML knockdown and TNF*α *signaling

Given that TNF*α* potently induces PML expression, we anticipated that TNF*α *and PML would regulate expression of a common sets of genes and not just common pathways. Indeed, our microarray gene expression analyses show that this is the case. 

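The GTP-binding protein gene GBP1, induced by interferon, had a difference of -0.77 (standard error 0.055) with PML knockdown and 1.13 (standard error 0.064) with TNFα in control cells, lower and higher in the 12-array test. NFKBIA, which encodes an inhibitor of NF-κB, had differences of -0.65 (standard error 0.23) and 1.53 (standard error 0.26), in the same directions. In the 12-array test 28 probes were lower with knockdown and higher with TNFα, and 3 were higher with knockdown and lower with TNFα. A further 19 were higher in both and 35 lower in both, which makes 54 called in 1 direction. In limma's test between RNA samples 0 probes were called with both treatments, and TNFα in control cells had 0 calls. Both comparisons subtract the same control sample without TNFα, so 100 simulated data sets with no changed gene gave medians of 14 higher in both and 15 lower in both (ranges 5 to 25 and 6 to 24). For opposite directions they gave a median of 0 (range 0 to 4 lower with knockdown and higher with TNFα, 0 to 3 the other way). Across all probes the correlation of both treatments' differences was 0.092, and probes are not independent replicates. The simulated median of 0.578 cannot be set against it, because without changed genes the shared control makes up all of that correlation. The covariance was 0.0052, below the simulated range of 0.0081 to 0.0116, and whether the simulated spread is too large was not tested. The simulated counts can be too high, because array noise was added to a spread that already holds part of it.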

Intriguingly, we also identified a group of genes (n=166) whose expressions were interactively altered when PML was knocked down in the presence of TNF*α *treatment (Figure 1d). The top 15 such genes and their fold changes are listed in Table 5. 

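UBD, a ubiquitin-like modifier gene induced by inflammatory cytokines, had an interaction value of 2.05 (standard error 0.92), with 2.70 with siP1 and 1.39 with siP2. The E-selectin gene SELE (ILMN_1739393), whose product captures leukocytes, had a value of 2.03 (standard error 0.83), with 2.68 with siP1 and 1.39 with siP2. The scavenging chemokine receptor gene ACKR3 had 1.91 (standard error 2.07), CX3CL1 1.88 (standard error 1.08) and the cyclooxygenase-2 gene PTGS2 1.34 (standard error 0.72). On the negative side APLN, which encodes the endothelial peptide apelin, had -1.98 (standard error 1.11), with -2.36 with siP1 and -1.61 with siP2, and CDC20 (ILMN_1663390), an activator of the anaphase-promoting complex, -1.73 (standard error 0.89). The homeobox gene LHX6 had -1.39 (standard error 0.42) and the adhesion receptor gene ADGRF5 -1.33 (standard error 0.78). Of the 15 positive genes of Table 5, with a median of 1.34, the 12-array test called 12 higher and limma's test between RNA samples 0 (3 higher when adjusted over the list alone, 6 higher at an unadjusted p under 0.05), with a camera adjusted p = 1.6e-12 (adjusted p = 0.568 with an estimated correlation). For the 15 negative genes, with a median of -1.30, the 12-array test called 14 lower and limma's test between RNA samples 0 (0 when adjusted over the list alone, 3 lower at an unadjusted p under 0.05), with a camera adjusted p = 3.2e-11 (adjusted p = 0.568 with an estimated correlation). Both lists were chosen by the study on these samples and are not independent evidence, and CDC20 and its mitotic neighbors lay near the floor of the scale in control cells.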

Gene ontology information analyses revealed that these genes are involved in KEGG pathways including *Metabolic pathways*, *Cell cycle*, *p53 signaling pathway*, *Hematopoietic cell lineage*, *Apoptosis* and immune response-related KEGG pathways such as *Cytokine-cytokine receptor interaction*, *Graft-versus-host disease* and *Type I diabetes mellitus* (Table 6).

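TOP2A, the topoisomerase that untangles chromosomes, had an interaction value of -1.44 (standard error 0.52), UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, -1.32 (standard error 0.68), and KIF20A, a kinesin of cytokinesis, -1.30 (standard error 0.50). Without TNFα PML knockdown gave a difference of 2.37 (standard error 0.37) for TOP2A and 3.18 (standard error 0.63) for CDC20, both higher in the 12-array test. Over 55 mitotic genes the median was 1.03 with knockdown (1.19 with siP1 and 0.87 with siP2), and the 12-array test called 36 higher and limma's test between RNA samples 0 (36 higher when adjusted over the list alone, 52 higher at an unadjusted p under 0.05), with a camera adjusted p = 1.6e-24 (adjusted p = 0.568 with an estimated correlation). The median was 0.39 with knockdown in the presence of TNFα, where the 12-array test called 11 higher and limma's test between RNA samples 0 (0 when adjusted over the list alone, 10 higher at an unadjusted p under 0.05), with a camera adjusted p = 1.1e-08 (adjusted p = 0.659 with an estimated correlation). TNFα gave a median of -0.58 in knockdown cells, where the 12-array test called 25 lower and limma's test between RNA samples 0 (0 when adjusted over the list alone, 41 lower at an unadjusted p under 0.05), with a camera adjusted p = 4.0e-18 (adjusted p = 0.543 with an estimated correlation). The median interaction was -0.58, and the 12-array test called 21 lower and limma's test between RNA samples 0 (0 when adjusted over the list alone, 4 lower at an unadjusted p under 0.05), with a camera adjusted p = 7.6e-24 (adjusted p = 0.598 with an estimated correlation). The mitotic list includes CDC20, TOP2A, UBE2C, KIF20A and other genes of Tables 4 and 5, which the study chose on these samples. Its counts and camera p values are therefore not fully independent evidence. In the single control culture without TNFα 47 of the 55 genes lay near the floor, the lower quartile of all probes. With TNFα 49 did, which leaves little room for a decrease in control cells. PPM1D, a protein phosphatase gene, had an interaction value of -0.44 (standard error 0.068) and fell by 0.65 (standard error 0.039, adjusted p = 0.0475) with TNFα in knockdown cells. In serine and one-carbon metabolism PHGDH had an interaction value of 1.49 (standard error 0.25), the list's median was 0.13, and the 12-array test called 2 higher and limma's test between RNA samples 0 (0 when adjusted over the list alone, 6 higher at an unadjusted p under 0.05), with a camera adjusted p = 3.6e-05 (adjusted p = 0.568 with an estimated correlation).

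**Figure D2:**
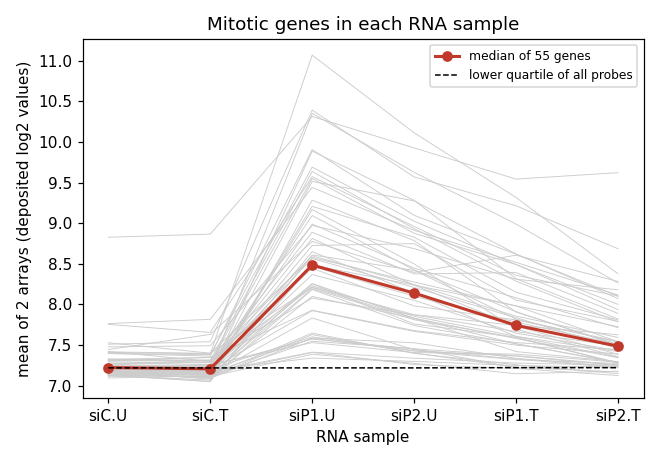
Log2 level of each of the 55 mitotic genes (lines) in the 6 RNA samples, with the median of the list and, dashed, the lower quartile of all probes. The median is 7.22 in siC.U, 7.21 in siC.T, 8.48 in siP1.U, 8.14 in siP2.U, 7.74 in siP1.T and 7.48 in siP2.T.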

**Table 5:** **Top 15 genes interactively regulated by PML knockdown and TNF*α *treatment**

**Refseq**	**Entrez**	**Symbol**	**Definition**	**siC.T-siC.U**	**siP.T-siP.U**	**siP.U-siC.U**	**siP.T-siC.T**	**siP∗T**
NM_002996.3	6376	CX3CL1	Chemokine (C-X3-C motif) ligand 1	8.88	88.86	0.14	1.40	10.00
NM_006398.2	10537	UBD	Ubiquitin D	7.74	73.62	0.95	9.07	9.51
NM_000450.1	6401	SELE	Selectin E (endothelial adhesion molecule 1)	33.57	293.72	0.78	6.83	8.75
NM_020311.1	57007	CMKOR1	Chemokine orphan receptor 1	1.30	9.84	0.26	1.99	7.56
NM_001007595.1	388125	NLF2	Nuclear localized factor 2	1.40	8.14	0.60	3.48	5.79
NM_152851.1	64231	MS4A6A	Membrane-spanning 4-domains, subfamily A, member 6A, transcript variant 3	0.18	0.99	0.23	1.27	5.51
NM_006623.2	26227	PHGDH	Phosphoglycerate dehydrogenase	0.19	0.98	0.51	2.61	5.17
NM_052941.2	115361	GBP4	Guanylate binding protein 4	2.82	14.26	0.26	1.31	5.05
NM_006332.3	10437	IFI30	Interferon, gamma-inducible protein 30	1.64	8.07	0.60	2.97	4.93
NM_000963.1	5743	PTGS2	Prostaglandin-endoperoxide synthase 2	6.42	29.70	0.32	1.48	4.63
NM_004915.3	9619	ABCG1	ATP-binding cassette, sub-family G, member 1	1.02	3.74	0.34	1.25	3.68
NM_001024465.1	6648	SOD2	Superoxide dismutase 2, mitochondrial, nuclear gene encoding mitochondrial protein	14.96	54.60	0.85	3.08	3.65
NM_003046.2	6542	SLC7A2	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 2	25.69	93.30	0.76	2.75	3.63
NM_002970.1	6303	SAT1	Spermidine/spermine N1-acetyltransferase 1	1.01	3.56	0.62	2.18	3.53
NM_003855.2	8809	IL18R1	Interleukin 18 receptor 1	2.23	7.74	0.63	2.18	3.46
NM_017413.3	8862	APLN	Apelin	1.28	0.18	3.71	0.52	0.14
NM_001255.1	991	CDC20	CDC20 cell division cycle 20 homolog (S. cerevisiae)	0.98	0.16	35.74	5.99	0.16
NM_199160.1	26468	LHX6	LIM homeobox 6	0.49	0.10	0.95	0.19	0.20
NM_001067.2	7153	TOP2A	Topoisomerase II alpha	0.90	0.19	15.98	3.32	0.21
NM_005733.1	10112	KIF20A	Kinesin family member 20A	0.99	0.22	8.03	1.76	0.22
NM_016242.2	51705	EMCN	Endomucin	0.38	0.09	0.59	0.14	0.23
NM_004701.2	9133	CCNB2	Cyclin B2	1.04	0.25	10.86	2.53	0.24
NM_018136.2	259266	ASPM	Asp (abnormal spindle)-like, microcephaly associated (Drosophila)	0.92	0.22	10.06	2.41	0.24
NM_181803.1	11065	UBE2C	Ubiquitin-conjugating enzyme E2C	0.96	0.23	24.06	5.95	0.24
NM_003186.3	6876	TAGLN	Transgelin	3.67	0.91	0.85	0.23	0.27
NM_015234.3	221395	GPR116	G protein-coupled receptor 116	1.04	0.29	1.07	0.30	0.28
NM_014750.3	9787	DLG7	discs, large homolog 7 (Drosophila)	1.00	0.30	6.53	1.96	0.30
NM_003981.2	9055	PRC1	Protein regulator of cytokinesis 1	0.99	0.29	9.94	2.92	0.30
NM_016359.2	51203	NUSAP1	Nucleolar and spindle associated protein 1	0.97	0.29	11.76	3.40	0.30
NM_018131.3	55165	CEP55	centrosomal protein 55kDa	1.00	0.31	9.62	2.91	0.30

**Table 6:** **Top KEGG pathways interactively regulated by PML knockdown and TNF*α *signaling**

**KEGG canonical pathway name**	**Gene number**	**Over-represent fold**	***p *Value**
Metabolic pathways	9	2.29839	0.0944
Cell cycle	7	15.20184	2.92E-05
Cytokine-cytokine receptor interaction	6	6.391213	0.012504
p53 signaling pathway	3	12.18035	0.037604
Hematopoietic cell lineage	3	9.550505	0.037604
Apoptosis	3	9.443196	0.037604
Glycine, serine and threonine metabolism	2	18.67654	0.041913
Prion diseases	2	15.56379	0.053207
Graft-versus-host disease	2	13.34039	0.064162
Type I diabetes mellitus	2	12.73401	0.064162

### Knockdown of PML promotes TNF*α*-induced inflammatory response

TNF*α* is a cytokine that mediates inflammatory response during wounding, chronic inflammation, and bacterial infection. Our findings suggesting that PML is associated with inflammation and auto-immune related diseases implies that PML may actively participated in TNF*α*-mediated effects in the inflammatory response. To test this, we utilized a cluster analysis combined with the gene functional ontology information (GO and KEGG databases) to examine potential crosstalk between PML and TNF*α*. We identified two clusters of genes significantly associated (*q*≦1.03*E*−3) with inflammation-related ontology information (GO:0006955, GO:0005615, GO:0006954, GO:0008009, GO:0006959, GO:0008083, GO:0009887, GO:0051216 and KEGG pathway *Cytokine-cytokine receptor interaction*). These genes showed a positive synergistic effect between PML knockdown and TNF*α *treatment (Figure 4).

**Figure 4:**
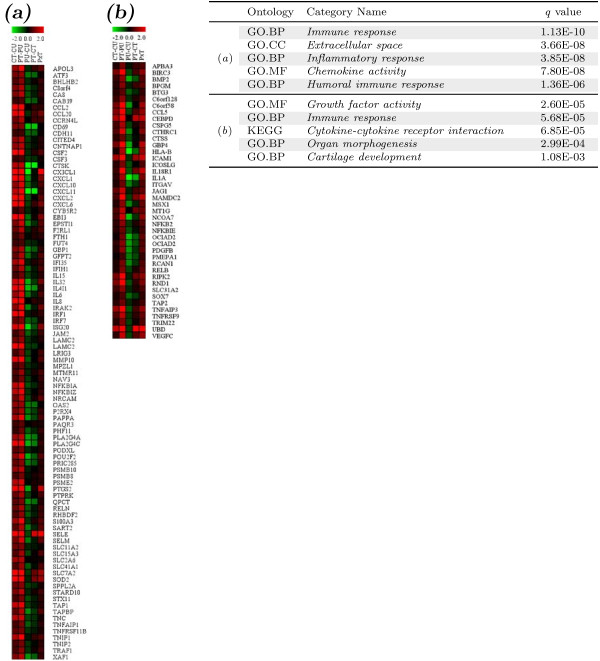
**The interactive effects of PML knockdown on TNF*α *signaling-induced inflammatory response.** (**a** and **b**) Two clusters of genes annotated with inflammation-associated ontology information were identified in a clustering analysis of the log fold change values of significantly affected genes combined with their gene ontology information (GO and KEGG). The affected categories of ontology information and the Fisher exact test results are summarized in the table. “CT-CU”, TNF*α *effects with control siRNA transfection; “PT-PU”, TNF*α *effects with PML siRNAs transfected; “PU-CU”, PML knockdown effects; “PT-CT”, PML knockdown effects when TNF*α *treated; “PxT”, the interaction effects of PML knockdown and TNF*α *treatment defined as *P*×*T *= (*PT*−*PU*)−(*CT*−*CU*)=(*PT*−*CT*)−(*PU*−*CU*). GO, Gene Ontology database; BP, biological function; CC, cellular component; MF, molecular function; KEGG, Kyoto Encyclopedia of Genes and Genomes.

We found that these two clusters of genes are mostly induced by TNF*α* treatment (Figure 4a–b, columns of “CT-CU”). The NF-*κ*B pathway is a well-established early activation pathway downstream of TNF*α *signaling during the inflammatory response. Both of these two clusters contain a large number of genes that are NF-*κ*B activators or target genes. For example, the TNF*α *induced genes, *APOL3*, *TNFAIP1*, *TRAF1* are activators of NF-*κ*B signaling while many other genes are known NF-*κ*B target genes, such as *CCL2*, *CCL5*, *CD69*, *CSF2*, *CSF3*, *ICAM1*, *IL15*, *IL1A*, *IL6*, *IL8*, *IRF1*, *IRF7*, *MMP10*, *NFKB1A*, *NFKB1E*, *NFKB1Z*, *NFKB2*, *PDGFB*, *PTGS2*, *RELB*, *SELE*, *SOD2*, *TAP1*, *TNC*, *TNFAIP1*, *TNFAIP3*, *TNFRSF9*, *TNFRSF11B*. 

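In control cells TNFα gave a difference of 1.43 (standard error 0.32) for TNFAIP3, a feedback inhibitor of NF-κB, 1.49 (standard error 0.26) for the leukocyte adhesion gene ICAM1 and 1.75 (standard error 0.57) for the interferon regulatory factor gene IRF1. The differences were 2.68 (standard error 0.31) for SOD2, 2.13 (standard error 0.21) for CCL2 and 3.18 (standard error 0.68) for SELE. All 6 were higher in the 12-array test. Of the named activators, TRAF1, an adaptor of TNF receptors, had a difference of 0.90 (standard error 0.29), the apolipoprotein gene APOL3 1.45 (standard error 0.36) and TNFAIP1 0.53 (standard error 0.16). Of the 29 NF-κB genes that the study names and that were measured, its targets with the activators APOL3 and TRAF1, 29 had a positive difference, with a median of 1.30, and the 12-array test called 25 higher and limma's test between RNA samples 0 (15 higher when adjusted over the list alone, 21 higher at an unadjusted p under 0.05), with a camera adjusted p = 1.6e-23 (adjusted p = 0.334 with an estimated correlation). The study named these genes on these samples, so the count is not independent evidence. CSF2 was not analysed here.

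**Figure D3:**
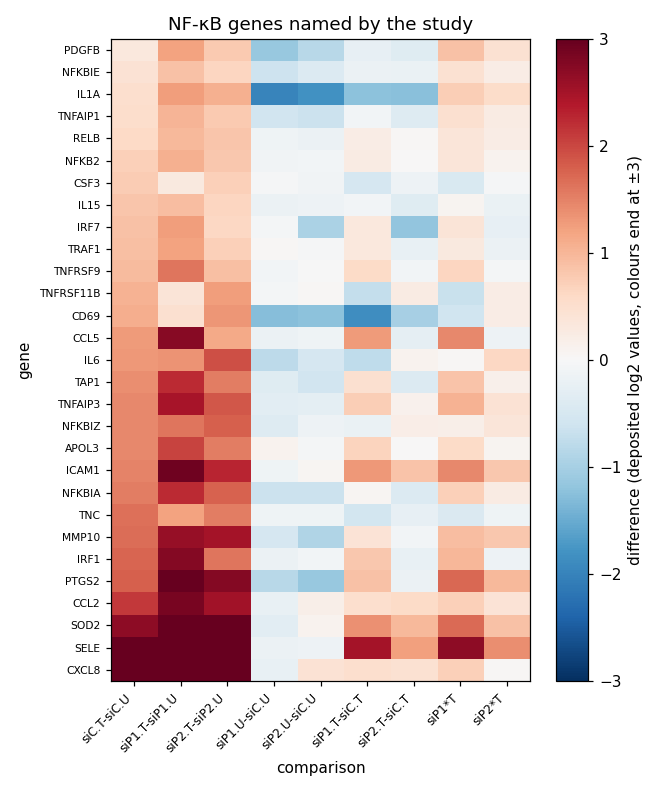
Log2 differences of the 29 NF-κB genes (vertical axis) in 9 comparisons (horizontal axis), in color. The TNFα column of control cells is positive for 29 of 29 genes.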

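Without TNFα PML knockdown lowered IL1A (ILMN_1658483), the interleukin-1α gene, from a log2 level of 9.48 to 7.50 with siP1 and 7.67 with siP2 (difference -1.90, standard error 0.086, adjusted p = 0.0463 from limma's test between RNA samples). The growth factor gene PDGFB had a difference of -0.98 (standard error 0.15), the matrix metalloproteinase gene MMP10 -0.70 (standard error 0.29) and the interleukin-6 gene IL6 -0.65 (standard error 0.43). The adhesion genes ICAM1 and SELE had differences of -0.039 (standard error 0.23) and -0.17 (standard error 0.59). Of the 29 NF-κB genes named by the study on these samples, which are not independent evidence, 27 had a negative difference and 22 a negative difference with each siRNA. The median was -0.17 (-0.22 with siP1 and -0.16 with siP2), and the 12-array test called 5 lower and limma's test between RNA samples 1 lower (1 lower when adjusted over the list alone, 5 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.00446 (adjusted p = 0.630 with an estimated correlation). Both siRNAs are compared with the same control sample.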

Most interestingly, we found that PML is required for the normal expression of these TNF*α*-induced genes (Figure 4a–b, columns of “PU-CU”) as knockdown of PML decreased expression of these genes. 

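TNFSF4, the OX40 ligand gene, had a difference of 0.94 (standard error 0.36, adjusted p = 0.327) with PML knockdown without TNFα, with 0.62 with siP1 and 1.26 with siP2, and was higher in the 12-array test. TNFSF10, the gene of the death ligand TRAIL, had a difference of -0.65 (standard error 0.56, adjusted p = 0.691), with -0.57 with siP1 and -0.73 with siP2. TNF itself had -0.021 (standard error 0.037, adjusted p = 0.868). TNFSF15, an endothelial cytokine gene, had a difference of -0.25 (standard error 0.041) and TNFSF18, the ligand gene of a T cell costimulatory receptor, 0.89 (standard error 0.46). Over the 9 measured genes of TNF and the ligands that the study names as not affected, the median was -0.057, 0 were called in either test by limma, and 0 higher and 1 lower had an unadjusted p under 0.05. TNFSF13 was not analysed here.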

Since members of *TNF* superfamily and *TNF* receptor superfamily play pivotal roles in the activation of NF-*κ*B pathway, we examined the expression of these genes in the microarray and found that PML knockdown did not significantly affect the expression of the *TNF* gene or its superfamily members *TNFSF*7–9, 11–15, and 18, although knockdown of PML did affect expression of *TNFSF4* (2.63*↑*) and *TNFSF10* (2.07*↓*). 

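TNFRSF21, which encodes death receptor 6, had a difference of 1.33 (standard error 0.26, adjusted p = 0.139) with PML knockdown without TNFα. The TRAIL receptor genes had differences of 1.08 (standard error 0.69, adjusted p = 0.569) for TNFRSF10D, a decoy receptor, with 0.70 with siP1 and 1.45 with siP2, and 0.94 (standard error 0.21, adjusted p = 0.165) for TNFRSF10B. TNFRSF1B, the second receptor for TNFα, had 0.74 (standard error 0.12, adjusted p = 0.112). The TRAIL receptor gene TNFRSF10A had a difference of -0.48 (standard error 0.042, adjusted p = 0.0694), with -0.49 with siP1 and -0.47 with siP2. TNFRSF21, TNFRSF10D, TNFRSF10B and TNFRSF1B were higher in the 12-array test, and limma's test between RNA samples called 0 of them over all probes and 3 when adjusted over the list alone (3 at an unadjusted p under 0.05). The study named these genes on these samples, so the counts are not independent evidence.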

We also found that knockdown of PML up-regulated a group of TNF receptor superfamily (*TNFRSF*) members, including *TNFRSF1B* (2.21 fold), *TNFRSF10B* (2.49 fold), *TNFRSF10D* (3.42 fold) and *TNFRSF21* (3.62 fold), and down-regulated *TNFRSF10A* (1.75 fold). Other *TNFRSF* members 1A, 4, 6B, 7–9, 10A, 10C, 11A, 11B, 12A, 13B, 13C, 14, 17–19, 19L, and 25 were not significantly affected by PML knockdown.

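TNFRSF1A, the first receptor for TNFα, had a difference of 0.22 (standard error 0.065, adjusted p = 0.237) with PML knockdown, and TNFRSF12A, the receptor for the cytokine TWEAK, -0.29 (standard error 0.23, adjusted p = 0.647). The differences were -0.045 (standard error 0.30) for TNFRSF9, a costimulatory receptor of T cells, -0.021 (standard error 0.45) for TNFRSF11B, the decoy receptor osteoprotegerin, and -0.26 (standard error 0.32) for TNFRSF14. Over 15 receptor genes of this group that were measured the median was -0.019, and 0 were called by limma in either test. At an unadjusted p under 0.05 1 was higher and 1 lower. The paper lists TNFRSF10A both in this group and as lowered, and it is not among the 15. A p that misses the threshold does not show that a level stayed the same, and TNFRSF8, TNFRSF17 and TNFRSF18 were not analysed here.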

To determine the effects of PML knockdown in TNF*α *signaling, we compared the TNF*α *effects without and with PML knockdown. 

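ICAM1 had a TNFα difference of 2.61 (standard error 0.19) in PML knockdown cells and TNFAIP3 one of 2.17 (standard error 0.23). SELE had 5.22 (standard error 0.48) in knockdown cells and IRF1 2.18 (standard error 0.40). IL1A rose by 1.16 (standard error 0.070, adjusted p = 0.0475) in knockdown cells, against 0.51 (standard error 0.10) in control cells. TNC, which encodes the matrix protein tenascin C, had 1.37 (standard error 0.12) in knockdown cells and 1.65 (standard error 0.18) in control cells. Over the 29 NF-κB genes, which the study named on these samples and are not independent evidence, the median in knockdown cells was 1.64, with 1.61 for siP1 and 1.53 for siP2. Of these the 12-array test called 26 higher and limma's test between RNA samples 4 higher (25 higher when adjusted over the list alone, 26 higher at an unadjusted p under 0.05), with a camera adjusted p = 2.7e-23 (adjusted p = 0.377 with an estimated correlation).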

We found that the TNF*α*-induced genes were further up-regulated when PML was knocked down (Figure 4a–b, comparing columns between “PT-PU” and “CT-CU”). We also examined the effects of TNF*α* when PML was knocked down and found that TNF*α *treatment relieved or even reversed the suppression of these clusters of genes by PML knockdown (Figure 4a–b, comparing columns of “PT-CT” and “PU-CU”). Therefore, we conclude that these inflammatory response-related genes are interactively regulated by PML and TNF*α *in a positive manner (Figure 4a–b, column of “PxT”) and that PML may have effects on NF-*κ*B activity in TNF*α*-treated HUVECs.

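With TNFα the difference of PML knockdown was -1.25 (standard error 0.086) for IL1A, -0.31 (standard error 0.15) for PDGFB and 0.16 (standard error 0.29) for MMP10. ICAM1 had 1.08 (standard error 0.23), with 1.31 with siP1 and 0.86 with siP2, and SELE 1.87 (standard error 0.59), with 2.50 with siP1 and 1.24 with siP2. CCL5, a T cell chemokine gene, had 1.27 with siP1 and -0.27 with siP2, values on either side of 0. The median of the 29 NF-κB genes was 0.058, with 0.31 for siP1 and -0.16 for siP2. Of these genes, which the study named on these samples and are not independent evidence, the 12-array test called 3 higher and 2 lower and limma's test between RNA samples 0 (1 lower when adjusted over the list alone, 3 higher and 2 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.999.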

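TNFAIP3 had an interaction value of 0.73 (standard error 0.40), with 1.04 with siP1 and 0.42 with siP2, and NFKBIA 0.47 (standard error 0.32), with 0.70 with siP1 and 0.24 with siP2. IL1A, which codes for an early inflammatory cytokine, had 0.65 (standard error 0.12) and the chemokine gene CCL2 0.56 (standard error 0.26). Of the 29 NF-κB genes 24 had a positive interaction, with a median of 0.37 (0.65 for siP1 and 0.22 for siP2). In that list the 12-array test called 4 higher and limma's test between RNA samples 0 (0 when adjusted over the list alone, 4 higher at an unadjusted p under 0.05), with a camera adjusted p = 3.6e-05 (adjusted p = 0.568 with an estimated correlation). The study named the list on these samples, so it is not independent evidence, and the control sample without TNFα enters the knockdown and the interaction with opposite signs. From the columns of Figure 4, in which TNFα induction is larger with PML knockdown and the suppression by knockdown is relieved with TNFα, the paper concludes that PML and TNFα regulate these inflammatory genes interactively and positively. It proposes that PML may affect NF-κB activity in TNFα-treated HUVECs.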

### PML and TNF*α *signaling interactively regulates cell adhesion in ECs

Our GO.BP and KEGG analyses suggest that PML knockdown affected *Cell communication* processes and the related KEGG pathways. In-depth analyses of the genes altered by PML knockdown showed that PML knockdown interferes with a molecular network of genes involved in the cell adhesion, cytoskeleton, and signaling transduction by extracellular cytokines/chemokines (Additional file 3: Figure S2). 

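LAMC1 and PLOD2, 2 genes of the 38 of extracellular matrix and basement membrane, rose with PML knockdown. The laminin α4 chain gene LAMA4 had a difference of 0.77 (standard error 0.073) and SPARC, which encodes a collagen-binding matrix protein, -1.03 (standard error 0.59). ITGB1, the integrin β1 subunit that anchors cells to matrix, had 1.35 (standard error 0.089) and the αV subunit gene ITGAV -0.78 (standard error 0.094). Of junction genes, CLDN5, the main claudin of endothelial tight junctions, had -1.11 (standard error 0.14), CLDN11 1.95 (standard error 0.30) and the β-catenin gene CTNNB1 0.82 (standard error 0.088). The last 7 genes were chosen after their values were seen. Of the matrix genes, with a median of -0.015 and a mean of the opposite sign (0.12), the 12-array test called 4 higher and 1 lower and limma's test between RNA samples 2 higher (4 higher and 1 lower when adjusted over the list alone, 7 higher and 7 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.726. In the group of integrins and focal adhesion, 26 genes, the 12-array test called 1 higher and 1 lower and limma's test between RNA samples 0 (1 higher and 1 lower when adjusted over the list alone, 3 higher and 6 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.710. Among 19 genes of tight and adherens junctions the 12-array test called 2 higher and 1 lower and limma's test between RNA samples 0 (2 higher and 1 lower when adjusted over the list alone, 4 higher and 3 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.928.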

Because TNF*α* is known to activate leukocyte adhesion to endothelial cells during inflammation, we suspect that PML target genes and TNF*α *responsive genes are involved in a coregulatory network of cell adhesion. Indeed, by hierarchial cluster analysis we found that an array of genes (n=182) involved in cell adhesion pathways show interaction patterns following PML knockdown and TNF*α *treatment (Figure 5a). 

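ICAM1, which binds leukocyte integrins, had an interaction value of 1.12 (standard error 0.32), with 1.44 with siP1 and 0.81 with siP2, and VCAM1, another integrin ligand gene, 1.10 (standard error 1.13), with 1.94 with siP1 and 0.25 with siP2. PECAM1, a protein gene of endothelial junctions through which leukocytes pass, had -0.61 (standard error 0.19) and ICAM2, a constitutive integrin ligand gene, -0.51 (standard error 0.49). The syndecan gene SDC4 rose by 1.79 (standard error 0.051, adjusted p = 0.0322) with TNFα in knockdown cells and had an interaction value of 0.13 (standard error 0.088). VCAM1, PECAM1 and ICAM2 were chosen after their values were seen. For the interaction over 21 leukocyte adhesion molecules of endothelium the 12-array test called 2 higher and limma's test between RNA samples 0 (0 when adjusted over the list alone, 1 higher and 1 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.746. With TNFα in control cells the 12-array test called 6 higher and 1 lower and limma's test between RNA samples 0 (2 higher when adjusted over the list alone, 6 higher and 2 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.0510. With PML knockdown the 12-array test called 0 and limma's test between RNA samples 0 (0 when adjusted over the list alone, 2 higher and 3 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.928.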

We also identified potential regulatory mechanisms of cell adhesion by PML and TNF*α *signaling through analysis of the sub-clusters of genes in the dendritic tree identified by the hierarchial cluster.

We identified 4 sub-clusters of genes that generally represent 4 putative mechanisms by which PML and TNF*α* regulate HUVEC adhesion pathways. In Figure 5a, the sub-cluster annotated by the blue side bar represents a group of genes that were mostly suppressed by PML (up-regulation by PML knockdown, red in “siP1.U-siC.U” and “siP2.U-siC.U”). However, TNF*α* treatment had a mixed effects (either up- or down-regulation, red or green in “siC.T-siC.U”) on these genes. The interaction effects (“siP1∗T” and “siP2∗T”) mildly showed green, which indicates that TNF*α *treatment had negative effects on PML knockdown-induced gene expression. The sub-cluster annotated by the red bar shows a group of genes whose normal expression required PML (down-regulation by PML knockdown, green in “siP1.U-siC.U” and “siP2.U-siC.U”). TNF*α *treatment suppressed most of these genes (green in “siC.T-siC.U”). For these genes, there was little crosstalk (“siP1∗T” and “siP2∗T” showed mostly black). The sub-cluster annotated by the green bar are genes mostly induced by TNF*α *treatment (red in “siC.T-siC.U”) but not potently affected by PML knockdown (mildly green or black in “siP1.T-siC.U” and “siP2.T-siC.U”), except a small fraction of genes that require PML for their normal expression (down-regulation by PML knockdown). Although this small fraction of genes was not very responsive to TNF*α* treatment alone (slightly red in “siC.T-siC.U”), TNF*α *potently induced the expression of these genes after PML was knocked down (red in “siP1.T-siP1.U” and “siP2.T-siP2.U”). The final sub-cluster annotated by the purple side bar are genes induced by TNF*α* (red in “siC.T-siC.U”) but suppressed by PML knockdown (green in “siP1.U-siC.U” and “siP2.U-siC.U”). Some of these genes showed positive interaction (red in “siP1∗T” and “siP2∗T”) and others showed negative interaction effects (green in “siP1∗T” and “siP2∗T”) by PML knockdown and TNF*α* treatment. Taken together, our data indicate that PML and TNF*α *regulate HUVEC cell adhesion in HUVEC through in an interactive manner by regulating overlapping and distinct groups of genes.

One of the key events during leukocyte transendothelial migration is cell adhesion, which we identified as one of the significantly affected pathways by PML knockdown and TNF*α *treatment (Tables 2 and 3). During the initial stage of leukocyte transendothelial migration, the endothelial cells express cell adhesion molecules to adhere the circulating leukocytes in response to inflammatory cytokines, such as TNF*α*. To determine whether PML regulates cell adhesion in this process, we carried out an *in vitro* cell adhesion assay (Figure 5b). We knocked down PML by two different siRNAs in HUVECs followed by treatment with vehicle or TNF*α* for 4 h. A suspension of fluorescence-labeled human leukocyte U937 cells were added to a monolayer of HUVECs for 30 min. After extensive washing, the adherent cells were quantified by reading the fluorescence signal retained by HUVECs. We found that knockdown of PML modestly increased the U937 adherence to HUVECs in the absence of TNF*α *treatment (1.62 ± 0.19 fold, *p *= 0.02 and 1.43 ± 0.11 fold, *p *= 0.02 for two PML siRNAs, respectively). As expected, TNF*α *potently promoted U937 cell adhesion to HUVECs as shown in control siRNA transfected cells (“siCtrl”, 14.18 ± 1.04 fold, *p *= 1.52×10^−6^). Interestingly, knockdown of PML significantly decreased TNF*α*-mediated induction of cell adhesion (only 5.54 ± 1.03 fold, *p *= 0.0004 and 8.00 ± 0.62 fold, *p *= 0.0015 for two PML siRNAs). Taken together, our data demonstrate that PML and TNF*α *regulates cell adhesion in an interactive manner and that PML is required for maximal TNF*α*-induced leukocyte adhesion to HUVECs.

## Discussion

### The off-target effects of siRNA

SiRNA is a commonly used approach to transiently knock down expression from gene of interests to investigate their function. However, some siRNAs have off-target effects. Indeed, our data (Figure 1a) showed that the overlapping affected genes account for 63% and 68% of the total affected genes by two independent PML siRNAs respectively. 

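PLSCR4 and LAMC1, which rose with PML knockdown, had differences of 3.04 with siP1 and 3.11 with siP2 and of 2.95 with siP1 and 2.75 with siP2. For ISG15, an interferon-induced ubiquitin-like protein gene chosen after its values were seen, the differences were -1.55 with siP1 and -3.14 with siP2. The apelin gene APLN had 0.89 with siP1 and 1.64 with siP2 and ACKR3 -0.38 with siP1 and -1.97 with siP2. In the 12-array test siP1 changed 948 probes (507 higher and 441 lower) and siP2 905 (474 and 431). Both changed 598, which is 63.1% of the siP1 and 66.1% of the siP2 probes, and 1 probe was called in opposite directions. The shares were 68.2% and 73.0% for higher probes and 57.1% and 58.5% for lower probes. Of the 161 probes higher with siP1 alone 96.3% were positive with siP2, and of the 189 lower with siP1 alone 95.2% were negative with siP2. Of the 128 higher with siP2 alone 94.5% were positive with siP1, and of the 179 lower with siP2 alone 89.4% were negative with siP1. The correlation across probes was 0.835, although probes are not independent replicates and both siRNAs are compared with the same control sample. In 100 simulated data sets with no changed gene that shared sample gave a median correlation of 0.505 (range 0.444 to 0.571). That median cannot be set against 0.835, because without changed genes the shared sample makes up all of the correlation. The covariance was 0.067, above the simulated range of 0.0080 to 0.012. In the simulated data the 12-array test called medians of 28 probes higher and 29 lower with both siRNAs (ranges 18 to 43 and 14 to 45). These counts can be too high, because array noise was added to a spread that already holds part of it.

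**Figure D4:**
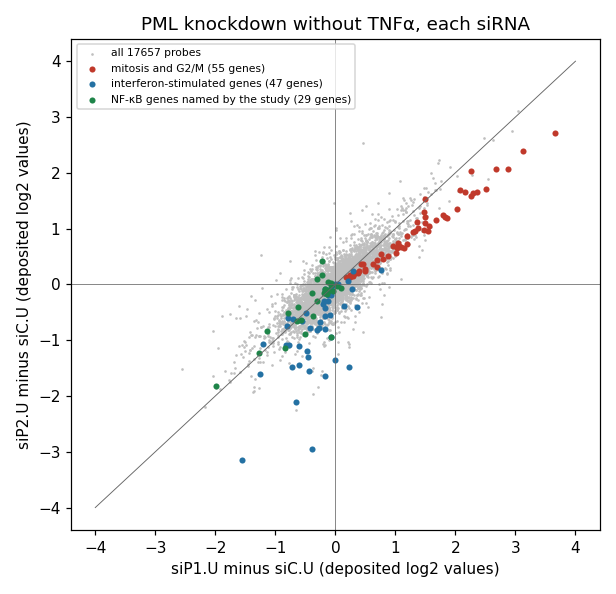
Log2 difference with siP2 (vertical) against siP1 (horizontal) without TNFα for 17657 probes, with 55 mitotic genes, 47 interferon-stimulated genes and 29 NF-κB genes in color. The correlation across probes is 0.835.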

Our study suggests that careful evaluation of siRNA by using more than one siRNAs is critical for data analysis.

### The role of PML in class I MHC HLA expression

Our study found that PML is required for normal expression of a cluster of class I MHC HLAs, including HLA-A, HLA-B, HLA-C, HLA-F, and HLA-G as PML knockdown significantly reduced the expression of these genes. Normal expression of class I HLAs is essential for adaptive immune responses, cytotoxicity-mediated cancer cell removal, and precise modulation of inflammatory responses. Loss or down-regulation of class I MHC HLAs plays a causative role in etiology of these conditions [17-22]. Because PML is down-regulated in many cancers [9], we suspect the down-regulation of PML and thereby class I MHC HLAs is one of the mechanisms used by cancers to escape the anti-tumor immune response. Thus, PML likely maintains the expression levels of class I HLAs as part of its tumor suppressor activity. Furthermore, class I HLAs are often down-regulated by virus infection [23], consistent with the notion that PML is an anti-viral protein. Loss of PML may increase the vulnerability to viral infection [24]. Therefore, our analysis suggests that PML is a putative novel regulator of class I HLAs and that PML functions to reduce the susceptibility to cancers and other diseases by controlling expression of downstream target genes, including class I HLAs.

### PML in metabolic control of cell physiology

Tumors have been known to alter metabolism pattern since the description of the Warburg effect [25]. Recent studies have linked tumors with obesity. Obesity is also a known risk factor for diabetes and cardiovascular diseases. PML is known for its role as a tumor suppressor protein; however its role in metabolism remains largely unexplored. Our data suggest that PML is involved in multiple aspects of cellular metabolic pathways involving macromolecules, biopolymer, nitrogen compounds and nucleotides. As we were preparing our manuscript, it was reported that PML negatively regulates adipogenesis [26]. When our manuscript was under review, we learned that two latest papers reporting PML’s role in cancer metabolism [27] and stem cell metabolism [28]. Therefore the role of PML in cellular metabolism is an incomplete understood question worth further in-depth investigation.

### PML inhibits cell adhesion and inflammatory response in endothelial cells: PML’s role in vascular angiogenesis unveiled

Endothelial cell has significant relevance in angiogenesis, a critical process during embryology, cancer development and cardiovascular diseases. Angiogenesis is a series of multicellular morphological modification involving cell adhesion, migration and differentiation [29]. Chronic inflammation usually promotes angiogenesis [29-32]. Our data show that PML regulates multiple pathways involved in cell adhesion (Table 2 and Figure 5), the inflammatory response following TNF*α *treatment (Figure 4), and a molecular network of genes involved in cell mobility (Additional file 3: Figure S2). Together, our data suggest that PML is able to regulate several different aspects of angiogenesis. Indeed, PML has been shown to inhibit hypoxia-mediated neoangiogenesis [33]. We have also recently demonstrated that PML is essential for TNF*α*-mediated inhibition of endothelial cell network formation and migration by regulating downstream target gene expression [15]. We believe that further study on PML and TNF*α *target genes will shed a light on specific molecular mechanisms of angiogenesis in cancer and human cardiovascular diseases.

**Figure 5:**
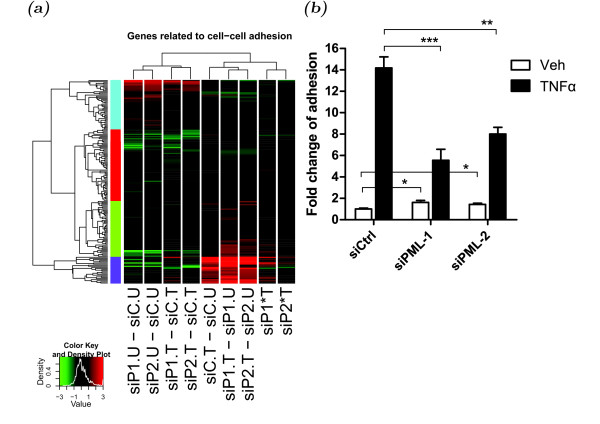
**The effects of PML knockdown and/or TNF*α *on leukocyte:HUVEC adhesion.** (**a**) Clustering analysis of the log change fold values of the coregulatory network of genes significantly affected by PML knockdown and/or TNF*α *signaling. Using *dynamicTreeCut* R package as described in Methods, 4 sub-clusters of significantly altered genes were identified and annotated by color side bars (blue, red, green and purple respectively). Control siRNA, “siC”; two PML siRNAs, “siP1” and “siP2”; vehicle treated samples, “U”; TNF*α *treated samples, “T”; minus sign of “-”, comparison between two samples; sign of “∗”, interaction effects. (**b**) Quantification of the adherence of human leukocyte U937 cells on HUVECs transfected with control siRNA (siCtrl) or two independent PML siRNAs (siPML-1 and siPML-2) without or with TNF*α *treatment. Two-tail unpaired *t*-tests: ∗, *p *< 0.05; ∗∗, *p *< 0.01; ∗∗∗, *p *< 0.001.

### The networks that are regulated by both PML knockdown and TNF*α *treatment

TNF*α *signaling has been well-studied but remains to be fully elucidated. Our study suggests that PML and TNF*α *signaling regulates genes involved in a similar spectrum of biological processes, molecular functions, cellular components, canonical pathways, and human diseases (Figure 2, Tables 2 and 3, and Figure 3). These analyses suggest that there exists mutual regulatory networks between PML and TNF*α* signaling. Indeed, we identified a set of NF-*κ*B-dependent genes that are uniquely regulated by PML and TNF*α *signaling (Figure 4). We found that knockdown of PML suppressed the expression of these genes in the absence of TNF*α* treatment but enhanced their expression following TNF*α *treatment. We hypothesize that PML functions as a molecular switch in TNF*α *signaling. As such, we reason that the magnitude of PML accumulation following TNF*α* treatment may have profound effects on TNF*α *activity and that ablation of *PML* gene may lead to dysregulation of inflammatory responses. In fact, our microarray analyses demonstrate that knockdown of PML is associated with a network of genes involved in chronic inflammation-related diseases, such as *Rheumatoid arthritis* and *Atherosclerosis* (Figure 3). In summary, we have identified the genes induced by TNF*α *treatment alone, the genes induced only when PML is knocked down and the genes co-regulated by TNF*α *and PML knockdown. We believe our results provide future directions in the study of PML- and TNF*α*-coregulated inflammatory responses.

## Conclusions

Through microarray analyses, we identified novel PML target genes and TNF*α *responsive genes in HUVEC. Intriguingly, we found that PML is required for normal expression of class I MHC HLAs, thereby suggesting a potential novel mechanism by which PML functions as a tumor suppressor. Our gene ontology information analyses show that PML target genes and TNF*α *responsive genes participated in a variety of overlapped and distinct biological processes, canonical pathways and human diseases. Notably, we identified clusters of genes implicated in inflammation-related diseases and TNF*α*-elicited NF-*κ*B-mediated immune responses that are synergistically regulated by PML knockdown and TNF*α *treatment. Our data further suggests that PML is a putative novel TNF*α* regulator, required to finely control TNF*α*-mediated inflammatory responses. Our study adds to the understanding of TNF*α *biology and provides novel information for potential pharmaceutical targets in TNF*α*-related diseases. Through clustering analyses, we noticed that the adhesion-related crosstalk between PML and TNF*α *engages a complex molecular mechanism. Indeed, our leukocyte adhesion assays demonstrated that the effects of PML knockdown could be switched from activation to inhibition of leukocyte adhesion depending on the presence or absence of TNF*α*. Together, our results that had not been previously appreciated have uncovered roles of PML and its crosstalk with TNF*α *signaling.

## Methods

### Experimental design

A 3×2 factorial design was adapted. To study PML gene function, we used an siRNA-mediated knockdown approach. The siRNA factor had three levels: control siRNA (siC, no knockdown) and two different PML siRNAs (siP1 and siP2). The two PML siRNAs were used to eliminate off-target effects. TNF*α *treatment had two levels: no treatment (U) and treatment (T). Each sample had technical duplicates on different microarray chips.

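The duplicates measure the array step, since each pair holds the same RNA. For SNRPB2 the standard error of the knockdown difference without TNFα was 0.043 over the RNA samples, and for ISG15, chosen after its values were seen, it was 1.28. The correlation between duplicates across probes was 0.992 for siC.U, 0.993 for siP2.U, 0.996 for siP1.U and siP2.T, and 0.998 for siC.T and siP1.T, although probes are not independent replicates. Over 1.5-fold apart were 121 probes in siC.U, 61 in siP2.U, 34 in siP1.U, 5 in siP2.T, 2 in siC.T and 1 in siP1.T. The chip A minus chip B differences of the PML siRNA samples had correlations of 0.35 to 0.60 with each other across probes, and those of siC.U and siP2.U one of -0.54. With chip as a term the 12-array count of the knockdown without TNFα was 599 probes, against 598. Treating RNA sample as a random block, with a consensus correlation of 0.129, it was 585.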

### Sample preparation and the microarray

To prepare the samples, HUVECs (Lonza, C2519A, passage *# *< 5) were transfected with a control siRNA (Dharmacon, D-001810-01) or two different PML siRNAs (Dharmacon, J-006547-05 and J-006547-07) for 72 h followed by treatment with vehicle (water) or 20 *ng*/*mL*TNF*α* for 20 h. Total RNA was extracted with a USB PrepEase kit following the manufacturer’s instructions. An aliquot of the total RNA was reverse transcribed into cDNAs and verified by qRT-PCR and gel electrophoresis to ensure that the knockdown efficiency of PML was greater than 75%. The mRNAs were reverse-transcribed into biotin labeled cRNAs with the MessageAMP II kit (Ambion) prior to the microarray hybridization with Human Reference Sequence-8 Version 2 Expression BeadChip (Illumina, HumanRef-8_V2_0_R0_11223162_A). The probe-level raw data with background noise subtracted were used for statistical analyses. The quality controls of our microarray are shown in supplementary data (Additional file 3: Figure S3). The microarray was processed by Genomics Core Facility at Cleveland Clinic Foundation. The background-subtracted raw data is enclosed as Additional file 4.

### Data preprocessing, gene lists and functional analyses

The microarray data were analyzed in the R/Bioconductor environment [34,35]. Briefly, the raw data were preprocessed with the *lumi* package [36,37]. The probe quality was assessed by detection *p*-values. Those probes with non-significant detection *p*-values (*p *> 0.1) in all samples were removed prior to analyses. The data was transformed by a *Variance-Stabilizing Transformation* (*VST*) package [38] and normalized by a *Robust Spline Normalization* (*RSN*) package [38]. Using the *Linear Models for Microarray Data* (*LIMMA*) package [39] and empirical Bayes method with the false discovery rate (*FDR*) adjusted by the Benjamini and Hochberg’s method, we retrieved the significantly changed gene lists (>1.5*fold* and FDR adjusted *p*(*q*) < 0.05). The samples treated by two different PML siRNAs were considered as independent biological samples to retrieve gene lists. The PML knockdown affected gene list was generated by averaging the commonly affected genes by both PML siRNAs. Hierarchical clustering with average linkage was used to for the cluster analysis. Sub-clusters were identified by the *dynamicTreeCut* R package [40]. For functional ontology analyses, we used the hypergeometric test through the *GeneAnswers* package [41]. The chromosomal pattern of altered genes were analyzed by *MicroArray Chromosome Analysis Tool* (*MACAT*) package [42]. The clustering analyses with ontology information was done by *TEASE* (Tree-Ease) in the *MultiExperiment Viewer* (MeV v4.8, an R-based software). The profile of significantly affected genes is shown as a heatmap in supplementary data (Additional file 3: Figure S4).

### Cell adhesion assays

Cell adhesion assays were carried out with an endothelial cell adhesion assay kit (Millipore, ECM645) according to the manufacturer’s instructions. Briefly, HUVECs were transfected with a control non-targeting siRNA or two different PML siRNAs and equally seeded in a 96-well plate until a monolayer of confluent cells was reached. The resulting monolayer of HUVECs were treated with 20 *ng*/*mL*TNF*α* for 4 h, prior to 30-min incubation with U937 human leukocyte cells pre-labeled with Calcein AM^®;^. The plate was washed extensively and the adherent U937 cells were quantified by reading fluorescence of 485*nm*/530*nm* on a microplate reader.

## Abbreviations

PML: Promyelocytic leukemia protein; EC: Endothelial cell; TNFα: Tumor necrosis factor alpha; HUVEC: Human umbilical vein endothelial cell; siRNA: Small interference RNA.

## Competing interests

The authors declare no competing interests.

## Author’s contributions

XC and H-YK designed the experiments. XC performed the experiments and carried out the microarray statistical analyses. XC and H-YK discussed the data and wrote the manuscript. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Gene lists.** An excel spreadsheet containing the significantly affected gene lists and the ontology annotation information. Click here for file

Additional file 2 **Affected categories of gene ontology.** An excel spreadsheet containing the significantly affected gene ontology categories. Click here for file

Additional file 3 **Supplemental data.** A PDF file contains: supplemental materials and methods; **Figure S1,** the chromosomal analysis of PML target genes; **Figure S2,** the molecular network of PML target genes related to cell mobility and cytokine/chemokine signaling. **Figure S3,** the quality controls of microarray samples **Figure S4,** the heatmap and subclusters of the significantly affected genes by PML knockdown and TNF*α *treatment; Click here for file

Additional file 4 **Raw data.** An excel spreadsheet containing the background-subtracted probe level raw data. Click here for file

# Supplementary material for: Microarray analysis revealing common and distinct functions of promyelocytic leukemia protein (PML) and tumor necrosis factor alpha (TNFα) signaling in endothelial cells
**Source:** BMC Genomics. 2012 Sep 4;13:453. doi: 10.1186/1471-2164-13-453
**Supplement:** Additional file 3 — Supplemental data. A PDF file contains: supplemental materials and methods; Figure S1, the chromosomal analysis of PML target genes; Figure S2, the molecular network of PML target genes related to cell mobility and cytokine/chemokine signaling. Figure S3, the quality controls of microarray samples Figure S4, the heatmap and subclusters of the significantly affected genes by PML knockdown and TNFα treatment;

Additional file 3: Supplemental Data

Xiwen Cheng and Hung-Ying Kao

Materials and Methods

Cell culture, TNF α treatment and siRNA transfection

Human umbilical vein endothelial cells, HUVECs were from Lonza (#C2519A) and cultured in Endothelial cell Growth Medium-2 (EGM-2, Lonza, CC-4176). Lower than 5-passage of cells were used in this study. TNF α was treated with 20 *ng/mL* for 20 h. The siRNAs were purchased from Dharmacon with non targeting control (D-001810-01), PML (J-006547-05 and J-006547-07). The transfection reagent was DharmaFECT1 (Dharmacon, T-2001).

Microarray data deposit

The microarray data has been deposited to GEO under the series *GSE35000*.

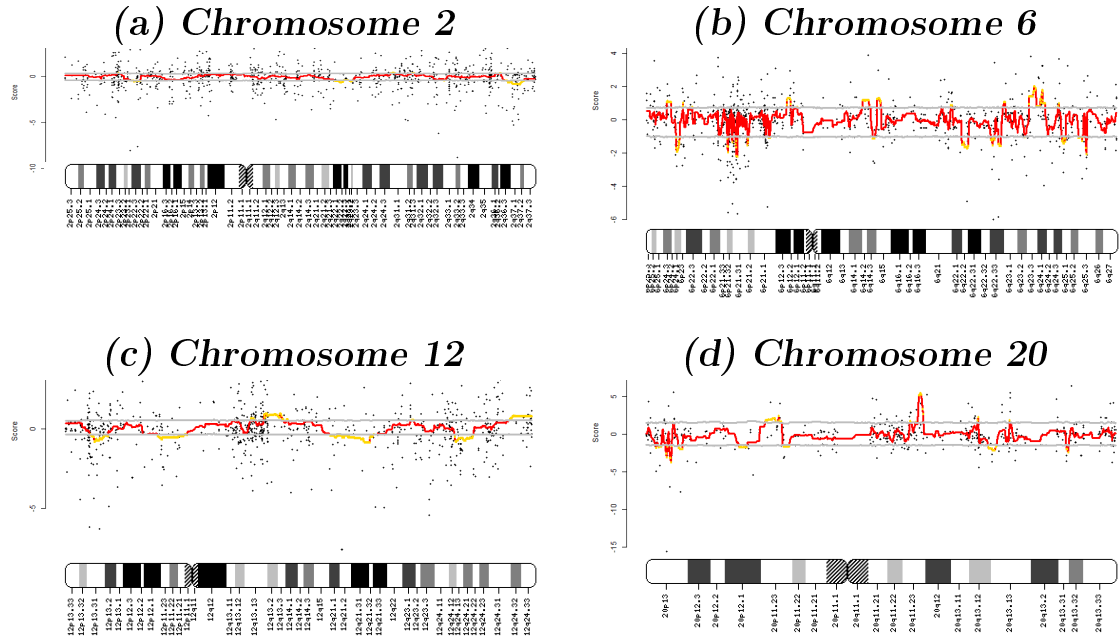

FigS 1. Chromosomal analysis of gene expression following PML knockdown. The gene expression patterns on indicated chromosomes were analyzed by the MicroArray Chromosome Analysis Tool (MACAT) R/Bioconductor package (1). The yellow dots highlight the significantly affected regions of chromosomes with over- or down-expression of genes. Black dots, t -test score for genes; grey lines, the sliding average scores of 0.025 and 0.0975 quartiles; red line, the sliding average permuted score; yellow highlight, regions with scores exceeding the grey lines. By examining the significantly altered gene lists, our data suggest that chromosomes 2q36.3–37.1, 6p21.3–22.2, 12q13–14, 12q24.31–33, and 20q11.21–23 contains clusters of genes showing significantly up- or down-regulation patterns. These regions are also linked to different human diseases. The genes and related diseases are summarized in Tab. 3.

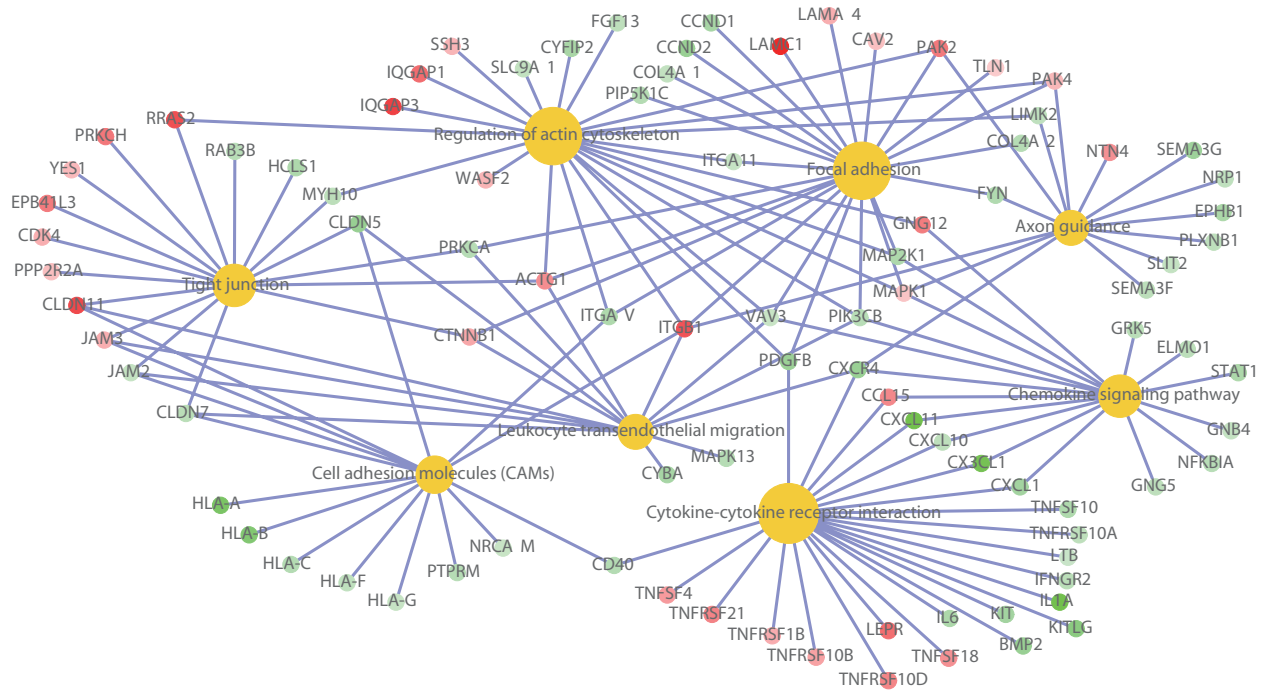

FigS 2. A molecular network of significantly altered genes related to cell mobility and cytokine/chemokine signaling following PML knockdown. Several KEGG pathways are shown including: Tight junction, Cell adhesion molecules (CAMs), Focal adhesion, Leukocyte transendothelial migration, Regulation of actin cytoskeleton, Axon guidance, Chemokine signaling pathway, and Cytokine-cytokine receptor interaction were affected when PML was knocked down. The corresponding significantly altered genes are plotted as dots in color according to the log fold change of expression levels (red, up-regulation; green, down-regulation). The centroid of a pathway is represented as a yellow circle. Its size is correlated with the number of affected genes in that pathway. The graph was generated with “GeneAnswers” R package (2).

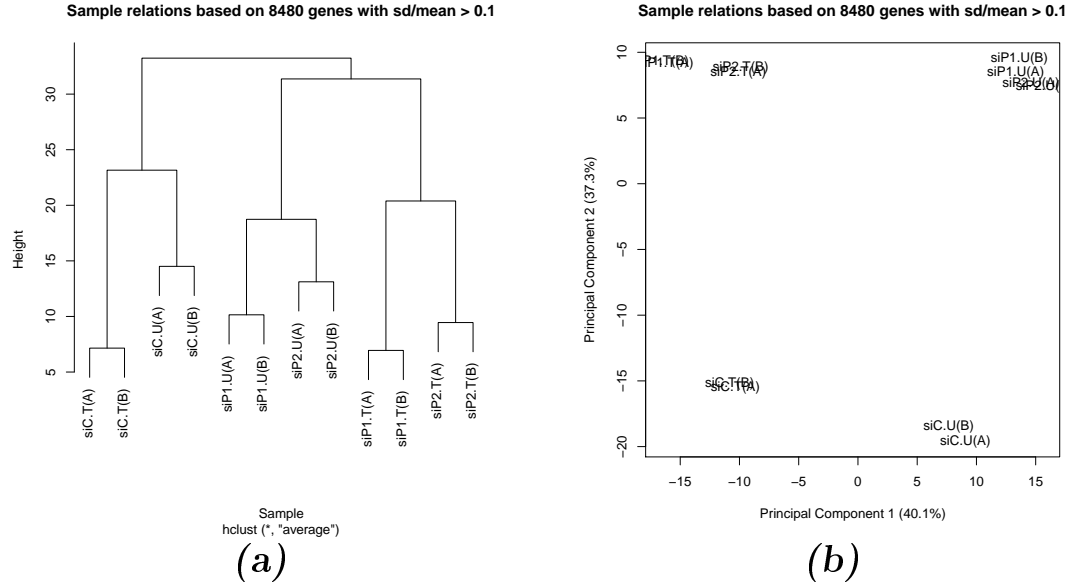

FigS 3. Quality control of microarray samples. (a) Hierarchical cluster of the 12 microarray samples after preprocessing. The height represents an arbitratative distance of similarity between two clusters in the dendrogram. (b) Multiple dimensional scaling (MDS) analysis with two principal components of the 12 preprocessed microarray samples. The distance between samples is correlated with their similarity. Two different PML siRNAs (siP1, siP2); control siRNA (siC); untreated samples, "U"; TNF α treated samples, "T"; the bracketed letters "(A)" or "(B)", technical duplicates on two different microarray chips. These quality control images were generated using "lumi" package in R/bioconductor (3–7).

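PLSCR4 separates the samples by siRNA, with levels of 7.83 in siC.T, 10.90 in siP1.T and 11.07 in siP2.T. CXCL8 separates them by TNFα, with 8.52 in siP1.U, 9.17 in siP2.U, 14.08 in siP1.T and 14.05 in siP2.T. SELE had levels of 13.02 in siP1.T and 11.76 in siP2.T, and the mitotic gene CDC20 11.07 in siP1.U and 10.11 in siP2.U. Across probes siP1.U and siP2.U had a correlation of 0.991, with 215 probes over 1.5-fold apart, and siP1.T and siP2.T one of 0.988, with 296. Control samples without and with TNFα had a correlation of 0.986 and 358 such probes. Between siC.U and the PML siRNA samples without TNFα it was 0.972 for siP1 (966 probes) and 0.974 for siP2 (913), and between siC.T and the PML siRNA samples with TNFα it was 0.977 (816) and 0.978 (741). Between siP1.U and siP1.T it was 0.972 (758 probes), and between siP2.U and siP2.T 0.979 (546). These correlations are across probes, which are not independent replicates.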

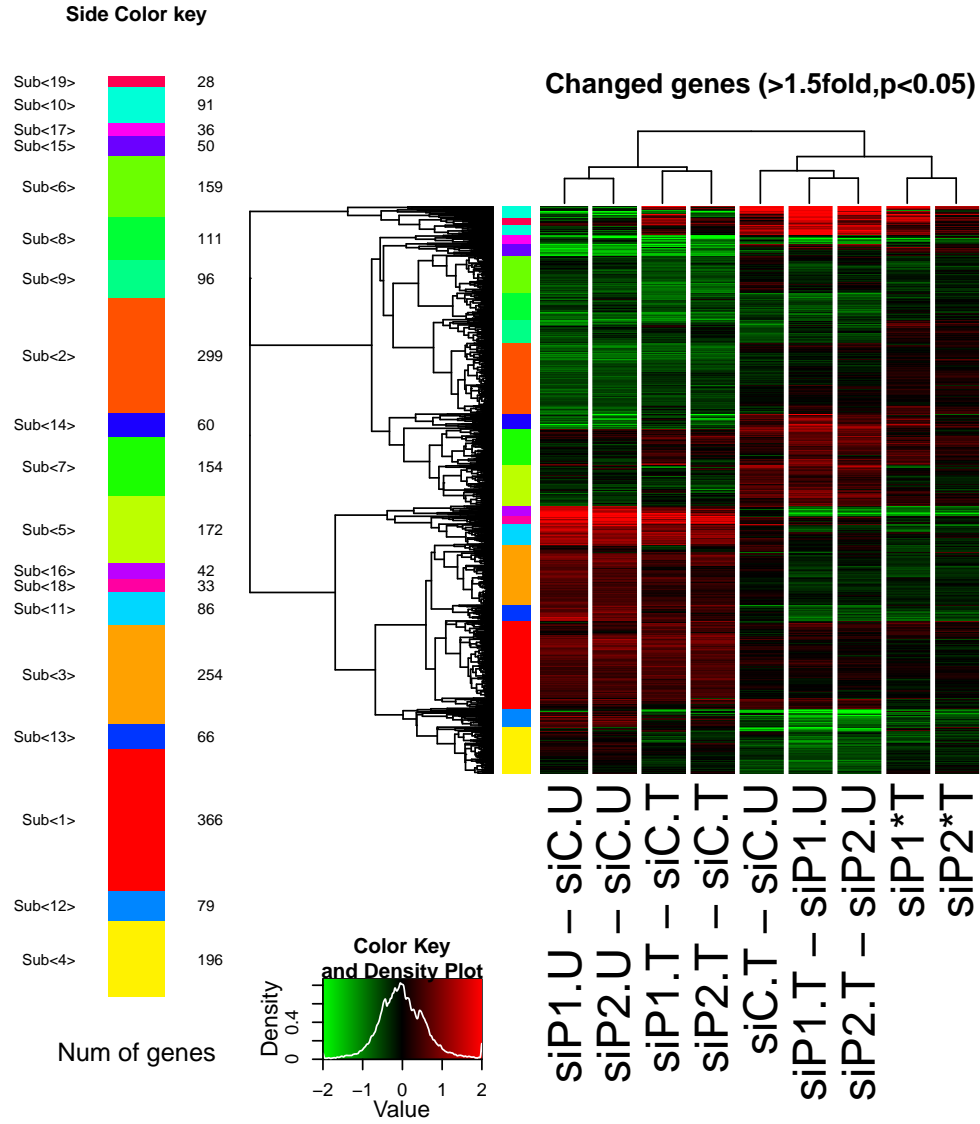

FigS 4. Cluster analysis of the significantly altered genes following PML knockdown and/or $\text{TNF}\alpha$ treatment. Log fold change data of the significantly altered genes (>1.5 fold, $p < 0.05$) by either PML knockdown or $\text{TNF}\alpha$ treatment were subjected to cluster analysis. Both of the columns and rows were clustered with a hierarchical method on average links. The sample labels are described in FigS. 3. The side color key indicates 19 different sub-clusters (Sub<1>–Sub<19>, each with > 20 genes) identified by dynamicTreeCut R package (8) as described in Methods. The gene numbers in each sub-cluster are indicated beside the side color key.

References

- [1] Toedling J, Schmeier S, Heinig M, Georgi B, Roepcke S: **MACAT—microarray chromosome analysis tool**. *Bioinformatics* 2005, **21**(9):2112–3.
- [2] Feng G, Du P, Krett N, Tessel M, Rosen S, Kibbe W, Lin S: **A collection of bioconductor methods to visualize gene-list annotations**. *BMC Res Notes* 2010, **3**:10.
- [3] Du P, Kibbe WA, Lin SM: **nuID: a universal naming scheme of oligonucleotides for illumina, affymetrix, and other microarrays**. *Biol Direct* 2007, **2**:16.
- [4] Du P, Kibbe WA, Lin SM: **lumi: a pipeline for processing Illumina microarray**. *Bioinformatics* 2008, **24**(13):1547–8.
- [5] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, Hornik K, Hothorn T, Huber W, Iacus S, Irizarry R, Leisch F, Li C, Maechler M, Rossini AJ, Sawitzki G, Smith C, Smyth G, Tierney L, Yang JY, Zhang J: **Bioconductor: open software development for computational biology and bioinformatics**. *Genome Biol* 2004, **5**(10):R80.
- [6] Team RDC: *R: A Language and Environment for Statistical Computing*. Vienna, Austria: R Foundation for Statistical Computing 2009.
- [7] Lin SM, P D, Huber W, Kibbe WA: **Model-based variance-stabilizing transformation for Illumina microarray data**. *Nucleic Acids Res* 2008, **36**(2):e11.
- [8] Langfelder P, Zhang B, Horvath S: **Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R**. *Bioinformatics* 2008, **24**(5):719–20.

How the deposited data were processed for this re-analysis (not part of the article)

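The processed values deposited by the authors were used as they are, 1 value for each of 17657 probes on each of 12 arrays. The authors made them with lumi 2.6.0 (variance-stabilizing transformation, robust spline normalization and a detection filter), and they are on a log2-like scale. Differences of the deposited values are called log2 differences. A difference d is a fold of 2 to the power d, except where e to the power d is named, which is the relation between the fold and the log fold change of every probe compared in the part of Additional file 1 used here. No raw signals were processed.

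The platform annotation named 15851 probes and Additional file 1 a further 19, and 1787 stayed without a name. Where a gene has several probes, the one with the highest mean over all arrays is used unless another probe is named.

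The mean of the 2 technical arrays of each of the 6 RNA samples was tested with limma 3.58.1 (lmFit, contrasts, eBayes) in R 4.3.3, with 4 groups, in which the PML siRNA groups have 2 samples and the control groups 1. The comparisons are PML knockdown without and with TNFα, TNFα in control and in PML knockdown cells, and the interaction. A probe was called at a Benjamini-Hochberg adjusted p under 0.05, a fold over 1.5 and a fold over 1.5 in the same direction with each siRNA. The residual degrees of freedom were 2 (prior 1.44). The 12-array test has 6 groups of 2 arrays, tests each siRNA with the same thresholds and requires both, with 6 residual degrees of freedom (prior 2.57). In both tests the standard error given is that of the test between RNA samples.

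Each of 35 gene lists was compared with all other named genes by camera of limma, adjusted over the lists of a comparison. This was done with its preset correlation of 0.01 and with an estimated correlation. The test with the estimate rests on 2 residual degrees of freedom and has little power here. Chromosome regions, each the span between its outermost Table 4 genes by RefSeq positions, were compared with all genes elsewhere by a two-sided Fisher's exact test. Random blocks used duplicateCorrelation with statmod 1.5.0. Medians of lists were also compared with those of 10000 random lists matched on mean level. A level within 0.2 of the lower quartile of all probes counts as near the floor. Data sets with no changed gene were simulated 100 times, with each probe's own moderated spread, to measure what a shared control sample does. Python 3.11.15 (numpy 2.4.6, matplotlib 3.10.9) made the gene names, the tables of folds and the figures.

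The 2 arrays of a sample were paired by the replicate number, and the chip A minus chip B differences of the samples were compared to check the pairing. The genes named are those the study names, the 10 called probes with the largest changes of each comparison and direction, and the 4 largest called of each list. Any other gene is marked as chosen after its values were seen. The values of Tables 4 and 5 and parts of Additional files 1 and 4 had been seen when this rule was set.

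Alternatives tried were the 12 arrays as replicates (also with chip as a block, with RNA sample as a random block, and with the fold as e to the difference), siRNA identity as a term, trend and robust eBayes, quantile normalization, median centring, other fold thresholds, no dim probes, 1 probe per gene, the mean of both siRNAs without the requirement on each, and leaving out each chip, array or PML siRNA sample. Disease terms, the adhesion assays, protein and promoter data were not analysed here.

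The steps were tested on simulated data in which 200 of 17657 probes were changed, 50 at each of 1.5, 2, 4 and 8 fold, and spreads were drawn from limma's prior. The test between RNA samples recovered 12, 42, 45 and 49 of 50 for PML knockdown without TNFα, 7, 38, 47 and 49 with TNFα, 10, 28, 47 and 44 for TNFα in control cells, 6, 43, 49 and 49 in PML knockdown cells and 1, 21, 45 and 48 for the interaction, with 4 to 6 unchanged probes called in each. Spreads were drawn without regard to a probe's level or response, so this recovery need not hold for the data. There no probe passed for TNFα in control cells, although SELE had a difference of 3.18. For PML knockdown without TNFα the 12-array test recovered 21, 49, 50 and 50 and called 159 unchanged probes. It called 171 unchanged probes for PML knockdown with TNFα, 439 for TNFα in control cells (where 340 were called in the data), 102 for TNFα in PML knockdown cells and 290 for the interaction (where 79 were called in the data). Where it called more than in the data, the simulation does not give the number of false calls. Of camera, 1 list of 50 genes shifted by 0.5 was found for PML knockdown without TNFα (adjusted p = 1.2e-66 with the preset and adjusted p = 0.0459 with an estimated correlation) and 0 of 20 unshifted lists.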

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

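The tests of explanations in this part were chosen after the results they concern were seen.

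Over 47 interferon-stimulated genes, a list the study does not discuss, the median difference with PML knockdown without TNFα was -0.51 (-0.18 with siP1 and -0.65 with siP2), with 41 negative. Of these the 12-array test called 10 lower and limma's test between RNA samples 0 (2 lower when adjusted over the list alone, 4 lower at an unadjusted p under 0.05), with a camera adjusted p = 0.00231 (adjusted p = 0.864 with an estimated correlation). A high control sample without TNFα would give both siRNAs an interaction above 0.3, and the tables argue against it for siP2, with a median of -0.11, but not for siP1, with 0.44. With TNFα the median was 0.17 with siP1 and -0.78 with siP2, so an effect of siP2 alone, apart from PML, stays open. Without TNFα 37 of 47 genes were negative with siP1 as well, for which a high control sample stays open.

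Over 55 mitotic genes the median interaction of PML knockdown and TNFα was -0.58, and the median difference with knockdown was 1.03 without and 0.39 with TNFα. The list includes genes that the study chose on these samples, so it is not fully independent evidence. The tables argue against 1 siRNA alone, since the smaller of both medians without TNFα was 0.87, and against scaling between arrays, since the highest median of 10000 random lists matched on level was 0.073. They also argue against a low control sample without TNFα as the whole cause, because against the other control sample the median was 0.52 with siP1 and 0.24 with siP2. Slower growth of the control siRNA cultures for a reason other than PML stays open, with 1 independent control culture without TNFα. For the negative interaction a floor of the scale stays open, since 1 list gene lay at least 1 above the lower quartile in control cells.

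Over the 29 NF-κB genes named by the study, targets and the activators APOL3 and TRAF1, which are not independent evidence, the median interaction was 0.37 and the median difference with knockdown without TNFα -0.17. The tables argue against neither of the explanations tested. A high control sample without TNFα stays open, since the median difference with TNFα was 0.058, with 0.31 with siP1 and -0.16 with siP2. An effect of siP1 alone on the interaction stays open, with a median of 0.65 for siP1 and 0.22 for siP2.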

How the results depend on the processing

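The alternatives reported here were not chosen after a result was seen. Counts are given in the order PML knockdown without TNFα, with TNFα, TNFα in control cells, in PML knockdown cells, and the interaction, and for the test between RNA samples by limma they were 42, 4, 0, 72 and 0. The probes shared between comparisons were 0 for TNFα in both kinds of cells, 4 for PML knockdown without and with TNFα, and 0 for PML knockdown and TNFα in control cells.

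With 12 arrays as replicates the counts were 598, 425, 340, 429 and 79 and the shared probes 220, 285 and 54. In this test the spread between technical duplicates replaces that between samples. It also has 6 residual degrees of freedom instead of 2 and tests each siRNA separately. Which of these raised the counts was not tested. With the fold as e to the difference as well they were 1087, 876, 632, 724 and 141, and 373, 584 and 130. With chip as the replicate block they were 599, 429, 345, 430 and 83, and 222, 286 and 54, so that the block changed no count by over 1.5 times against the 12 arrays. With RNA sample as a random block they were 585, 416, 221, 421 and 23, and 160, 281 and 37.

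With siRNA identity as a term PML knockdown had 522 probes without and 370 with TNFα, of which 254 were shared, and TNFα in PML knockdown cells 383. That term takes the constant difference between both siRNAs, the replicates of the knockdown, out of the spread. Trend and robust eBayes gave 310, 182, 37 and 277, with 28, 125 and 7 shared. A fold over 2 left 25 for PML knockdown without TNFα and 40 for TNFα in PML knockdown cells. Without the dimmest 33.3% of probes the 42 became 26 and the 4 became 0, as did the probes shared by both knockdown comparisons. Quantile normalization and median centring each made the 4, and those shared probes, 0. For these alternatives the cause was not tested. The other alternatives left each count within 1.5 times.

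Leaving out 1 chip, array or PML siRNA sample gave 0 to 400 for PML knockdown without TNFα, 0 to 42 with TNFα, 0 to 137 for TNFα in PML knockdown cells and 0 to 37 for the probes of both knockdown comparisons. Without chip A these were 0, 0, 41 and 0, and without chip B 400, 42, 137 and 37. Without any 1 PML siRNA sample they were 0. Without chip A's array of siP1.U, siP2.U or siP2.T or chip B's of siP1.T, PML knockdown without TNFα had 0, without chip A's of siP1.T 24, without chip B's of siC.U 108 and without chip B's of siP2.U 11. Without chip A's array of siP1.U, siP2.U or siP2.T or chip B's of siC.T, siP1.U or siP1.T, PML knockdown with TNFα and the probes of both had 0. Without chip B's array of siP2.U these had 8 and 7, and without chip A's of siP2.U TNFα in PML knockdown cells had 40. TNFα in control cells and the interaction stayed at 0. The adjusted p values lie close to 0.05, so that small changes of the spread move many probes, but the cause was not tested.

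Of the regions of Table 4, 0 passed with the calls between RNA samples, and 0 to 1 when 1 chip, array or sample was left out (1 without chip B). The list comparisons with a camera adjusted p under 0.05 were 81, and 71 to 88 when 1 chip, array or sample was left out. They were 0 with an estimated correlation, a test with little power here. The share of probes common to both siRNAs stayed at 63.1% and 66.1%, or 63.8% and 67.1% with the fold as e to the difference. It was not run without a chip, because 1 array per group leaves no spread.

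For 304 pairs of a named gene and a comparison, of which 54 were called, 9716 values were computed under the alternatives. Of these 8583 stayed the same, 452 were weaker, 602 stronger and 0 reversed, and 79 changed sign while called in neither. A value counts as the same if its sign held and it was called in both fits or in neither. A pair not called in either fit thus counts as the same whatever its size. Only values of the 54 called pairs could become weaker, by losing the call, so the share that stayed the same does not measure stability. Signal over background limits the dim genes, since the median of all probes is 7.44 to 7.46 and the lower quartile 7.22, and there the scale compresses a change.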

Differences from the paper's values

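No test in this part was chosen after a result was seen. The counts use an adjusted p under 0.05 and a fold over 1.5 with each siRNA, as the paper does, but samples and not arrays are the replicates, and the fold is 2 to the difference where the paper's is e to it, which is a stricter threshold. With the fold as e to the difference the test between RNA samples gave 55 higher and 35 lower for TNFα in PML knockdown cells and left the other counts unchanged. A count or a fold was taken to differ from the paper's at a ratio over 1.5, and for a fold the gap must also exceed the spread between both chips. Alternatives named here were set before the data were examined.

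For PML knockdown without TNFα the paper gives 705 higher and 591 lower, and limma's test between RNA samples 21 and 21. For TNFα in control cells the paper gives 440 and 340, against 0 and 0 here, and for TNFα in PML knockdown cells 403 and 463, against 48 and 24. For TNFα in both kinds of cells the paper gives 270 and 195, against 0 and 0, and for PML knockdown with TNFα only 145 and 211, against 0 and 0. For the interaction the paper gives 166 genes, 58 higher and 108 lower, against 0, 0 and 0. Unadjusted p values under 0.05 numbered 1448 for TNFα in control cells and 612 for the interaction.

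The alternative with 12 arrays as replicates and the fold as e to the difference reaches the paper's values within 1.5 times for all 13 counts. It gave 598 and 489, 371 and 261, 347 and 377, 228 and 145, 120 and 172, and for the interaction 141, 44 and 97. Each of the 15 other alternatives differs from the paper for these counts. The 12 arrays with the fold as 2 to the difference gave 346 and 252, 212 and 128, 211 and 218, 145 and 75, 46 and 94, and 79, 26 and 53. With 12 arrays the p measures the spread between technical duplicates and by construction leaves out that between samples.

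The folds compare on the scale of e to the difference. For TGM2 the paper gives 7.82 with siP1 and 7.35 with siP2, against 13.7 and 13.2 here. Without chip B (replicate 2) they were 11.4 and 10.9, which no longer differ, and they differ with quantile normalization (14.2 and 13.6), median centring (13.8 and 13.3) and without chip A (16.5 and 16.0). For the interaction of CX3CL1 the paper gives 10.00, against 6.52 here, and for that of GBP4 5.05, against 3.29. Without chip A they were 7.69 and 3.47, which do not differ, and they differ with quantile normalization (6.46 and 3.32), median centring (6.50 and 3.28) and without chip B (5.54 and 3.13). The cause was not tested.

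Within 1.5 times of the paper were 11 of 11 folds of the text, 102 of 104 of Table 4 and 141 of 150 of Table 5, and with folds as 2 to the difference 10, 78 and 62. The direction was the same for 11, 104 and 146. For MS4A6A with PML knockdown in the presence of TNFα the paper gives 1.27, against 0.84 here. The paper lists TNFRSF10A both as lowered and as not affected by PML knockdown, and its difference was -0.48. Of the 11 genes with a fold in the text limma's test between RNA samples called 0. The 12-array test called HLA-B, TNFSF4, TNFRSF1B, TNFRSF10B, TNFRSF10D and TNFRSF21, and with the fold as e to the difference also HLA-C, TNFSF10 and TNFRSF10A.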

Other observations

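The tests of explanations in this part were chosen after the results they concern were seen.

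Genes of the NF-κB pathway itself were among those higher with TNFα. In PML knockdown cells BIRC2, a ubiquitin ligase gene downstream of TNF receptors, rose by 0.77 (standard error 0.035, adjusted p = 0.0390) and the kinase gene IKBKE by 0.89 (standard error 0.037, adjusted p = 0.0378) from limma. Over 22 genes of the pathway the median was 0.42 in control cells, where the 12-array test called 10 higher and limma's test between RNA samples 0 (8 higher when adjusted over the list alone, 13 higher at an unadjusted p under 0.05), with a camera adjusted p = 4.7e-11 (adjusted p = 0.613 with an estimated correlation). It was 0.83 in PML knockdown cells, where the 12-array test called 13 higher and limma's test between RNA samples 2 higher (13 higher when adjusted over the list alone, 14 higher at an unadjusted p under 0.05), with a camera adjusted p = 9.1e-14 (adjusted p = 0.499 with an estimated correlation). The median interaction was 0.25, with a camera adjusted p = 9.5e-06 (adjusted p = 0.598 with an estimated correlation), and with PML knockdown without TNFα the median was -0.030, with a camera adjusted p = 0.830.

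Endothelial identity genes mostly had negative differences with TNFα. CLEC14A, a lectin gene of vessels, fell by 1.23 (standard error 0.040, adjusted p = 0.0339) in PML knockdown cells, and EMCN had a difference of -2.26 (standard error 0.15) there. Over 43 genes the median was -0.28 in control cells, where the 12-array test called 1 higher and 11 lower and limma's test between RNA samples 0 (5 lower when adjusted over the list alone, 1 higher and 13 lower at an unadjusted p under 0.05), with a camera adjusted p = 5.4e-06 (adjusted p = 0.334 with an estimated correlation). It was -0.37 in knockdown cells, where the 12-array test called 1 higher and 11 lower and limma's test between RNA samples 1 lower (1 higher and 8 lower when adjusted over the list alone, 3 higher and 20 lower at an unadjusted p under 0.05), with a camera adjusted p = 6.7e-08 (adjusted p = 0.377 with an estimated correlation). The median interaction was -0.092, with a camera adjusted p = 0.0235 (adjusted p = 0.568 with an estimated correlation). Class I antigen presentation had a median of 0.55 with TNFα in control cells, with a camera adjusted p = 3.0e-04 (adjusted p = 0.678 with an estimated correlation), and interferon-stimulated genes 0.52, with a camera adjusted p = 3.2e-06 (adjusted p = 0.678 with an estimated correlation). Of the interferon-stimulated genes GBP1 rose in knockdown cells by 1.23 (standard error 0.045, adjusted p = 0.0344), and the median there was 0.68 (1.08 with siP1 and 0.38 with siP2), with a camera adjusted p = 5.6e-09 (adjusted p = 0.543 with an estimated correlation).

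With TNFα present, serine and one-carbon genes had a median difference of 0.26 with PML knockdown, where the 12-array test called 4 higher and limma's test between RNA samples 0 (4 higher when adjusted over the list alone, 10 higher at an unadjusted p under 0.05), with a camera adjusted p = 1.2e-07 (adjusted p = 0.418 with an estimated correlation). Of 24 heat shock and early stress genes ATF3 rose by 0.96 (standard error 0.036, adjusted p = 0.0344) and SQSTM1 also rose with TNFα in knockdown cells. The median of that list was 0.049 there, with a camera adjusted p = 0.0374 (adjusted p = 0.499 with an estimated correlation), and its median interaction 0.13, with a camera adjusted p = 0.0254 (adjusted p = 0.568 with an estimated correlation). TNF superfamily ligands had a median of 0.068 with TNFα in control cells, with a camera adjusted p = 0.0423 (adjusted p = 0.613 with an estimated correlation). Over 22 TNF receptors, 22 mesenchymal, 13 leukocyte and 12 epithelial markers and 19 proteins of PML nuclear bodies camera's adjusted p was at least 0.102 in each comparison. In these 5 lists limma's test between RNA samples called 0 over all probes, with at most 1 of a list when adjusted over the list alone and at most 7 at an unadjusted p under 0.05, and the 12-array test called at most 4.

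PML knockdown may lower interferon-stimulated genes through siP2 alone, since with TNFα their median with siP1 was 0.17. Without TNFα, however, 37 of 47 genes were negative with siP1 as well, with a median of -0.18. For siP1 a high control sample without TNFα stays open, so these values do not settle it. A second control culture and a PML siRNA with another sequence would separate an effect of siP2 alone from one of PML.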
